# Sustained expression of HeyL is critical for the proliferation of muscle stem cells in overloaded muscle

**DOI:** 10.7554/eLife.48284

**Published:** 2019-09-23

**Authors:** Sumiaki Fukuda, Akihiro Kaneshige, Takayuki Kaji, Yu-taro Noguchi, Yusei Takemoto, Lidan Zhang, Kazutake Tsujikawa, Hiroki Kokubo, Akiyoshi Uezumi, Kazumitsu Maehara, Akihito Harada, Yasuyuki Ohkawa, So-ichiro Fukada

**Keywords:** skeletal muscle, satellite cells, hypertrophy, Notch, Mouse

## Abstract

In overloaded and regenerating muscle, the generation of new myonuclei depends on muscle satellite cells (MuSCs). Because MuSC behaviors in these two environments have not been considered separately, MuSC behaviors in overloaded muscle remain unexamined. Here, we show that most MuSCs in overloaded muscle, unlike MuSCs in regenerating muscle, proliferate in the absence of MyoD expression. Mechanistically, MuSCs in overloaded muscle sustain the expression of *Heyl*, a Notch effector gene, to suppress MyoD expression, which allows effective MuSC proliferation on myofibers and beneath the basal lamina. Although *Heyl*-knockout mice show no impairment in an injury model, in a hypertrophy model, their muscles harbor fewer new MuSC-derived myonuclei due to increased MyoD expression and diminished proliferation, which ultimately causes blunted hypertrophy. Our results show that sustained HeyL expression is critical for MuSC proliferation specifically in overloaded muscle, and thus indicate that the MuSC-proliferation mechanism differs in overloaded and regenerating muscle.

## Introduction

Skeletal muscle consists of multinuclear cells named myofibers and exhibits the ability to regenerate. When myofibers are damaged, mitotically quiescent mononuclear cells known as muscle satellite (stem) cells (MuSCs) exit quiescence and become activated and immediately start expressing MyoD (a myogenic determination gene), followed by entry into the cell cycle to yield daughter cells (myoblasts) (Relaix and Zammit, 2012). To generate multinuclear cells, the proliferated myoblasts fuse with each other or with existing myofibers through the action of the fusion proteins ‘myomaker’ and ‘myomixer/myomerger/minion’ (Bi et al., 2017; Millay et al., 2013; Quinn et al., 2017; Zhang et al., 2017). The indispensable role and behaviors of MuSCs in muscle regeneration have been comprehensively investigated, leading to the establishment of an MuSC-differentiation model (Lepper et al., 2011; Sambasivan et al., 2011; Wang and Rudnicki, 2011).

Another ability possessed by skeletal muscle is the capacity to adapt its size in response to new milieus. A loss of muscle mass (i.e., muscle atrophy) occurs in bedridden people, patients with cancer cachexia or sepsis, or during aging, whereas an increase in muscle mass (i.e., muscle hypertrophy) is induced by resistance training. Although MuSC requirement for myofiber hypertrophy has been debated, MuSCs are required for long-term muscle hypertrophy (Egner et al., 2016; Fry et al., 2014; Fukada, 2018; Goh and Millay, 2017). Furthermore, MuSCs are indispensable for supplying new nuclei to myofibers during overload-induced muscle hypertrophy (Egner et al., 2016; Goh and Millay, 2017; McCarthy et al., 2011; Schiaffino et al., 1976). Similar to the regeneration process, myomaker is necessary for MuSC fusion with myofibers during muscle hypertrophy. Goh and Millay (2017) showed that the addition of new myonuclei derived from MuSCs was severely hampered in overloaded muscle from myomaker-deficient mice. Before this cell fusion, MuSCs must escape from their quiescent state, become activated, and proliferate; however, compared with MuSC behavior during muscle regeneration, MuSC-activation/proliferation mechanisms during hypertrophy remain poorly investigated. One reason for this is that damage to skeletal muscle arises from resistance training (Clarkson and Hubal, 2002; Ebbeling and Clarkson, 1989; Kuipers, 1994); therefore, previous studies have not considered whether hypertrophic muscle requires special mechanisms for MuSC activation/proliferation.

Specific forms of exercise (e.g., eccentric contraction) can result in disruption of the myofibrillar structure and leakiness of the myofiber membrane (sarcolemma) (Fridén et al., 1983; Grounds, 1998). However, these disruptions depend on the intensity, duration, and frequency of the administered exercise and do not unfailingly lead to lethal/substantial injury to the myofiber (Grounds, 1998). Intriguingly, studies conducted by Darr and Schultz suggested that MuSCs became activated and replicated, even on myofibers not overtly necrotic in eccentrically exercised soleus and extensor digitorum longus muscles of rats. This finding suggests that the existence of lethal damage to myofibers is not necessary for MuSC activation and proliferation in overloaded muscle. Given that this mechanism underlying MuSC activation/proliferation in overloaded muscle differs from that in regenerating muscle, elucidation of MuSC behaviors in overloaded muscle could facilitate the development of new therapeutic strategies for the muscle wasting or atrophy that occurs in the absence of muscle damage (as in chronic diseases and aging).

Under steady state conditions, MuSCs are maintained in an undifferentiated and quiescent state in their niche (Fukada, 2018), with the molecules and pathways that maintain MuSCs in the dormant state having been recently revealed (Baghdadi et al., 2018; Cheung and Rando, 2013). Among the pathways involved, the canonical Notch signaling pathway is crucial for sustaining the undifferentiated state in MuSCs. Notch signaling is an evolutionarily conserved intercellular signaling system required for cell-fate decisions and patterning events (Lai, 2004). The most widely recognized primary targets of canonical Notch signaling are the (hairy and enhancer of split) *Hes* and (Hes-related; also known as Hesr/Herp/Hrt/Gridlock/Chf) *Hey* families of bHLH transcriptional-repressor genes (Iso et al., 2003), which function to suppress MyoD and myogenin expression in MuSCs. Recently, Lahmann et al. indicated that Hes1 controls oscillatory *Myod* expression in activated/proliferating MuSCs (Lahmann et al., 2019). We previously reported that neither *Hey1* (Hey1-KO) nor *Heyl* single-knockout (HeyL-KO) mice show abnormalities in regenerative ability, MyoD and myogenin expression, or MuSC number; however, double-KO mice exhibit severe regenerative defects due to a reduction in MuSC number resulting from increased MyoD and myogenin expression in the MuSCs (Fukada et al., 2011; Noguchi et al., 2019). When MuSCs respond to muscle injury, *Hey1* and *Heyl* expression levels are drastically decreased; therefore, activation/proliferation of MuSCs in injured muscle do not require *Hey1* and *Heyl* expression. However, *Hey1* and *Heyl* expression and function in proliferating MuSCs in hypertrophic muscle remain unknown.

To investigate the mechanism of MuSC activation/proliferation during muscle hypertrophy, we first examined the protein-expression patterns of MyoD and Ki67 in MuSCs in overloaded muscle. During MuSC activation in acute injury or in vitro culture, almost all MuSCs initially express MyoD at the protein level and then express Ki67 (Ogawa et al., 2015). However, we found that in overloaded muscle, the majority of MuSCs proliferated in the absence of MyoD protein expression. Notably, gene-expression analyses indicated that *Hey1* expression in proliferating MuSCs was decreased to the same extent as that observed in the injury model, whereas *Heyl* expression was sustained in overloaded MuSCs, suggesting that the requirement of HeyL in MuSCs differed between regenerating and overloaded muscle. Accordingly, HeyL-KO mice showed no marked defects in a muscle-injury model but exhibited decreases in the number of proliferating MuSCs, MyoD-negative cells, and incorporated myonuclei in overloaded muscle, indicating that sustained HeyL expression is critical for MuSC expansion in overloaded muscle. Finally, both muscle weight and myofiber size were attenuated in the overloaded muscle of HeyL-KO mice at 9 weeks after synergist ablation. Collectively, our findings indicate that sustained HeyL expression is necessary for effective proliferation of MuSCs in overloaded muscle, and that the MuSC-proliferation mechanism in overloaded muscle differs from that in injured muscle.

## Results

### Proliferation of MuSCs during muscle hypertrophy

To elucidate the molecular mechanisms by which MuSCs become activated and proliferate in overloaded muscle, the Achilles tendon in mice was cut to induce compensatory hypertrophy in plantaris muscle (tenotomy). This model relies on the compensatory adaptation of the plantaris muscle following cutting of the functionally synergistic muscles of the Achilles tendon (i.e., the gastrocnemius and soleus muscles). Surgical ablation of gastrocnemius and soleus muscles [synergist ablation; SA] leads to more marked increase in muscle weight than after tenotomy alone; however, the incidence of muscle damage is also increased. The rate of increase in muscle weight in the tenotomy model was lower than that in the SA model (Figure 1A), although muscle weight increased significantly (Figure 1B). Moreover, areas of muscle damage were rarely detected (Figure 1C; Figure 1—figure supplement 1). Notably, even under conditions of diminished muscle damage, we observed an increased number of Pax7^+^ cells (Figure 1D). Accordingly, we frequently observed cells positive for Ki67 (a proliferation marker) among Pax7^+^ cells (Figure 1E), and importantly, at 4 days after tenotomy, the percentage of Pax7^+^Ki67^+^ cells among Pax7^+^ cells (~70%) was higher than that of Pax7^+^MyoD^+^ cells (~35%), suggesting that at least >50% of these MuSCs proliferated in the absence of MyoD expression (Figure 1E,F).

**Figure 1.**
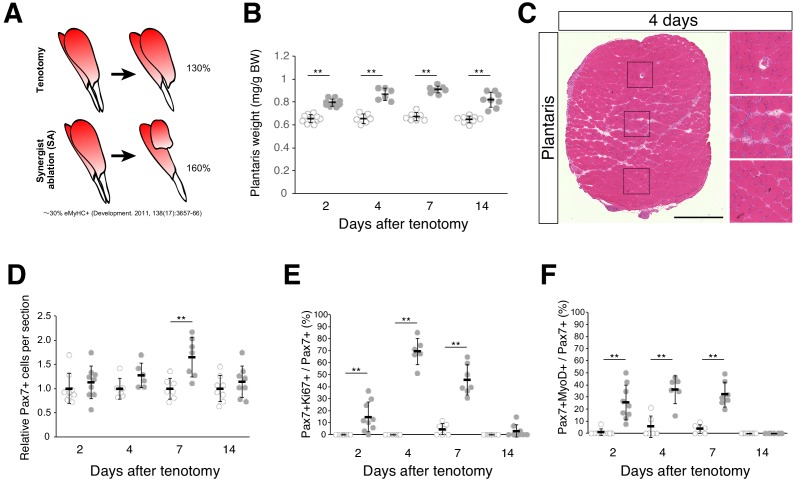
Tenotomy induces activation and proliferation of muscle stem cells in the absence of substantial muscle damage. (**A**) Two mouse models that induce muscle hypertrophy. (**B**) Plantaris muscle weight relative to body weight (mg/g) after tenotomy (gray circle) or the weight of contralateral sham-operated muscle (open circle). **p<0.01. (**C**) H and E staining of plantaris muscle sections at 4 days after tenotomy. Scale bar: 500 µm. Right three images in squares represent magnifications of the left image. (**D**) Relative number of MuSCs in plantaris muscle sections after tenotomy (gray circle) or in contralateral sham muscle sections (open circle). **p<0.01. (**E**) Percentage of Ki67^+^ cells among Pax7^+^ cells in contralateral sham (open circle) or tenotomy induced plantaris muscle (gray circle). **p<0.01. (**F**) Percentage of MyoD^+^ cells among Pax7^+^ cells in contralateral sham (open circle) or tenotomy induced plantaris muscle (gray circle). **p<0.01. Data represent the means ± standard deviation. A two-sided Student’s *t* test or Welch’s *t* test was performed. 10.7554/eLife.48284.004Figure 1—source data 1.Numerical data for making the graphs in Figure 1.Experiment number corresponds to all results.

**Figure 1—figure supplement 1.**
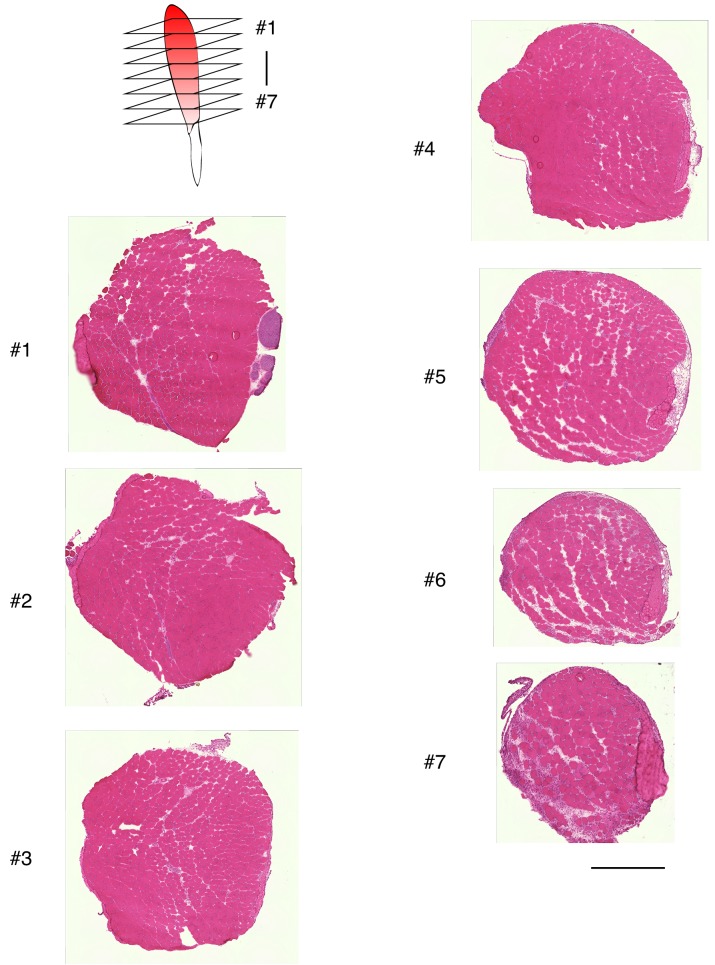
Relative absence of damaged myofibers in plantaris muscle after tenotomy. H and E staining of plantaris muscle sections at 4 days after tenotomy. Seven sections were prepared from the cranial to the caudal region of plantaris muscle. Scale bar: 500 μm.

To further examine the expression pattern of MyoD and Ki67 in Pax7^+^ cells in overloaded muscle, we isolated single myofibers from overloaded plantaris muscle and immunostained them concurrently for MyoD and Ki67 (Figure 2A) and used 3 day cultured single myofibers isolated from intact skeletal muscle as a positive control (Figure 2A). MyoD and Ki67 were expressed by almost all Pax7^+^ cells on the cultured myofibers (Figure 2B), with these results similar to those reported previously using an in vitro culture model and in vivo regenerating muscle (Ogawa et al., 2015; Zammit et al., 2004). By contrast, the majority (~70%) of activated Pax7^+^ cells on overloaded myofibers were positive for Ki67 but negative for MyoD (Figure 2B,C), which agreed with our immunohistochemical analysis (Figure 1E,F). In sham-operated muscle, 93% of Pax7^+^ cells on myofibers expressed neither MyoD nor Ki67, indicating that these cells were in a quiescent state (Figure 2B,C).

**Figure 2.**
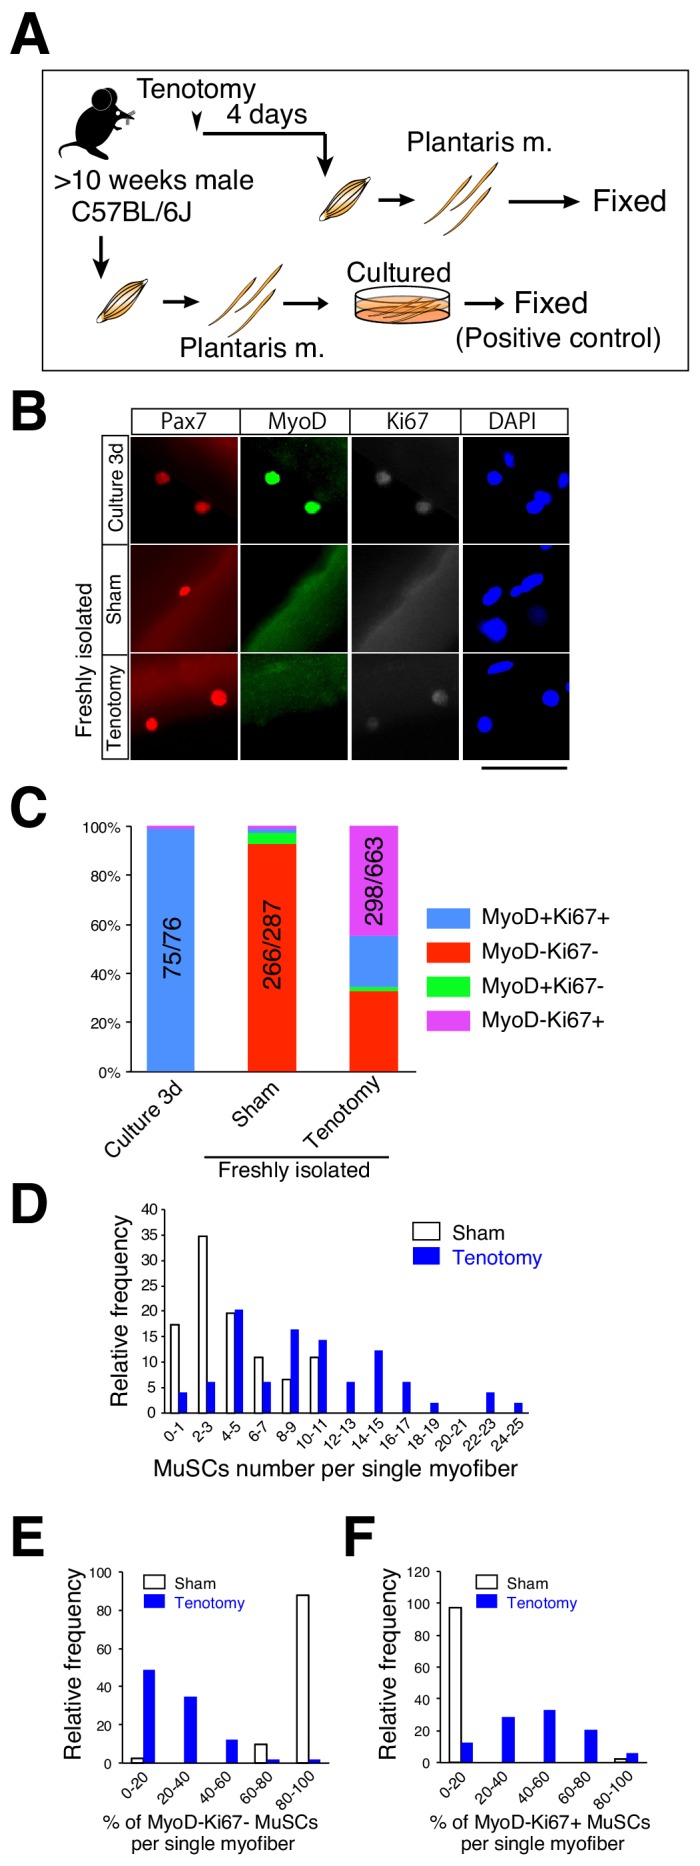
Majority of muscle stem cells proliferate on undamaged overloaded myofibers in the absence of MyoD expression. (**A**) Experimental scheme for analyzing the number and properties of MuSCs on isolated single myofibers. At 4 days after tenotomy, single myofibers were isolated and immediately fixed. Single myofibers cultured for 3 days were used as positive controls for immunostaining. (**B**) Immunostaining of Pax7 (red), MyoD (green), and Ki67 (white) in MuSCs on 3 day cultured myofibers (Culture 3d; positive control), freshly isolated myofibers of sham muscle (Sham), or freshly isolated myofibers at 4 days after tenotomy (Tenotomy). Nuclei were counterstained with DAPI. Scale bar: 50 μm. (**C**) Bar graph showing frequencies of MyoD^+^Ki67^+^ (blue column), MyoD^−^Ki67^−^ (red column), MyoD^+^Ki67^−^ (green column), and MyoD^−^Ki67^+^ (purple column) cells on 3 day cultured myofibers, sham myofibers, or myofibers at 4 days after tenotomy. The number associated with the majority phenotype in Pax7^+^ cells is indicated in the numerator of each bar. Total number of Pax7^+^ cells is indicated in the denominator of each bar. (**D**) Histogram showing the frequency of the listed number of MuSCs per myofiber in the case of sham myofibers (white bar, *n* = 46) or myofibers at 4 days after tenotomy (blue bar, *n* = 49). The X-axis indicates the number of MuSCs per myofiber, and the Y-axis shows the frequency of myofibers harboring the indicated number of MuSCs. (**E, F**) Frequency of MyoD^−^Ki67^−^ (**E**) or MyoD^−^Ki67^+^ (**F**) MuSCs on single myofibers: sham control (white bar, *n* = 41) versus 4 days after tenotomy (blue bar, *n* = 49). The X-axis indicates the percentage of MyoD^−^Ki67^−^ or MyoD^−^Ki67^+^ MuSCs per myofiber. The Y-axis shows the frequency of myofibers with the indicated percentage of MyoD^−^Ki67^−^ (**E**) or MyoD^−^Ki67^+^ (**F**) MuSCs per myofiber. 10.7554/eLife.48284.006Figure 2—source data 1.Numerical data for making the graphs in Figure 2.Experiment number corresponds to all results (Figure 2C). Data in Figure 2-D-F marked by gray color are used for analyses in Figure 2-D-F marked by yellow color.

Our results showed that few areas of muscle damage were present in our overload model (Figure 1C); however, factors released from locally damaged myofibers could have affected MuSC activation/proliferation in the overloaded muscle. In this scenario, MuSCs would proliferate in a restricted area and on a few myofibers. Conversely, if MuSCs respond to other stimuli (e.g., mechanical stimulation), MuSCs on almost all myofibers would escape from the quiescent state and proliferate on undamaged myofibers. To investigate this, we determined both the number and properties of Pax7^+^ cells on single myofibers by using isolated single myofibers in the assays. Because damaged myofibers could be lost during the preparation of single myofibers due to their hyper-contraction, the observed Pax7^+^ cells were considered to be present on undamaged myofibers. Under this experimental condition, the number of Pax7^+^ cells per myofiber was increased overall in the overloaded muscles but not in only limited areas of the myofibers (Figure 2D). We then examined the properties of Pax7^+^ cells on single myofibers. In this analysis, if all five Pax7^+^ cells present on a myofiber were found to be in the quiescent state (MyoD^−^Ki67^−^), they were categorized into 100% in Figure 2E and 0% in Figure 2F, respectively. However, if zero to one of the five Pax7^+^ cells on the myofiber were in the quiescent state, the cells were categorized into the 0% to 20% range in Figure 2E, whereas if three to four of the five Pax7^+^ cells were MyoD^−^Ki67^+^, they were categorized into the 60% to 80% range in Figure 2F. As expected, almost all sham-operated myofibers harbored only quiescent MuSCs (MyoD^−^Ki67^−^). By contrast,>80% of overloaded myofibers harbored <40% quiescent MuSCs (Figure 2E), and ~60% of the myofibers harbored >40% MyoD^−^Ki67^+^ cells (Figure 2F). These results suggested that escape of MuSCs from quiescent state did not occur in a restricted area of the overloaded myofibers, and that almost all myofibers responded to the overload. Collectively, these data suggest that MuSCs proliferate during hypertrophy in a manner distinct from that during muscle injury.

### *Heyl* expression is sustained in proliferating MuSCs in overloaded muscle

In contrast to what occurs during the regenerative process, myofibers are retained in overloaded muscle. Accordingly, we observed proliferating MuSCs between myofibers and the basal lamina in overloaded myofibers (Figure 3A,B). Canonical Notch signaling is a critical pathway for suppressing MyoD expression in MuSCs (Bjornson et al., 2012; Mourikis et al., 2012), and myofibers are considered a source of Notch ligand. Therefore, we hypothesized that canonical Notch signaling is responsible for MyoD suppression in proliferating MuSCs in overloaded muscle. *Hey1*, *Heyl,* and *Hes1* are crucial primary targets of canonical Notch signaling in MuSCs (Fukada et al., 2011; Lahmann et al., 2019) and function to suppress myogenic differentiation as Hey–Hes1 heterodimer complexes (Noguchi et al., 2019). Moreover, *Hey1* and *Heyl* are both expressed in quiescent MuSCs, although their expression is drastically reduced during injury induced MuSC activation (Figure 3—figure supplement 1) (Fukada et al., 2011; Mourikis et al., 2012). Although neither *Hey1* (Hey1-KO) nor *Heyl* single-KO (HeyL-KO) mice show impaired muscle regeneration, *Hey1/Heyl* double-KO mice exhibit increased MyoD expression in MuSCs, indicating redundant roles of Hey1 and HeyL in MuSCs (Fukada et al., 2011; Noguchi et al., 2019). 

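MuSCs from plantaris muscle were collected 4 days after tenotomy or sham surgery from mice in which a Cre recombinase under the control of Pax7 had switched on yellow fluorescent protein (YFP), and were sorted by YFP into tubes of 100 cells. RNA-seq libraries were made by CEL-Seq2, which sequences the poly(A) end of each transcript and gives each captured molecule a random barcode, the unique molecular identifier (UMI), before amplification, so that a count is a number of distinct molecules. There were 2 libraries from sham-operated muscle and 2 from overloaded muscle. The paper's text does not state whether the libraries of a group came from different mice, and they were treated as 2 samples per group. The authors aligned the reads to the mouse genome GRCm38 with HISAT2, assigned them to genes with featureCounts and counted the UMIs of each gene with UMI-tools, and they deposited these counts for 19353 genes without normalization. The sham libraries held 269683 and 260488 UMIs, and the tenotomy libraries held 387955 and 483528 UMIs. Both tenotomy libraries therefore held more UMIs per cell, 3880 and 4835, than the sham libraries, 2697 and 2605. A count of 3 corresponded to 11.5 CPM (counts scaled to a common library total) in the smallest library and to 6.20 CPM in the largest. The highest count of any gene was 1102, for Actb, out of the 4096 UMIs that 6 bases allow.
From the counts as deposited, library sizes were scaled by edgeR's TMM method, with factors of 0.909 and 0.908 for the sham libraries and 1.08 and 1.12 for the tenotomy libraries. Genes with too few counts for 2 libraries were left out by edgeR's filterByExpr, and the remaining 7228 genes were tested by its quasi-likelihood test with Benjamini-Hochberg adjustment at the paper's threshold, an adjusted p of 0.1. Libraries of the same group differed by somewhat more than the sampling noise, with a chi-square per degree of freedom of 1.36 between the sham libraries and 1.57 between the tenotomy libraries, against 7.61 to 9.31 between libraries of different groups. An exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.333, so the adjusted p-values rest on a spread shared across genes. The choice of scale matters for these data, because TMM-normalized values express a gene relative to the other transcripts of its library, whereas UMIs per tube express it per 100 cells and also vary with how deeply each tube was captured and sequenced.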

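Notch target genes in these libraries were represented by Hey1, Heyl, Hes1, Col5a1, Col5a3 and Col6a1. In TMM-normalized CPM, all 6 were lower in both tenotomy libraries than in both sham libraries, and 5 of the 6 passed the threshold, Col5a1 being the exception. The median log2 fold change of the 6 genes was -0.79. As a set they were lower by limma's camera test with a preset inter-gene correlation of 0.01 (adjusted p = 0.019 over 22 gene lists) and by its fry test (adjusted p = 0.014). The alternative that moved this median most was the use of UMIs per tube without scaling, under which it was 0.17, with 0 of the 6 genes lower past the threshold and 1 higher. Under offsets meant to remove the dependence of fold changes on abundance it was -0.30, and the set was no longer past the threshold (camera adjusted p = 0.34). Hes1 was counted 61 and 68 times in the sham libraries and 46 and 110 times in the tenotomy libraries. Its normalized level was 287 ± 30.1 CPM (SD, n = 2) in sham and 171 ± 72.9 (SD, n = 2) after tenotomy, a log2 fold change of -0.71 (standard error 0.24, adjusted p = 0.024 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fall of Hes1 rested on 1 library, since without tenotomy replicate 1 its log2 fold change was -0.34 (adjusted p = 0.21 from the same test). Hes1 was also not past the threshold with library sizes alone (adjusted p = 0.14), with DESeq2 (adjusted p = 0.13), under the offsets (adjusted p = 0.21) or per tube, where its log2 fold change was 0.27.

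**Figure D1:**
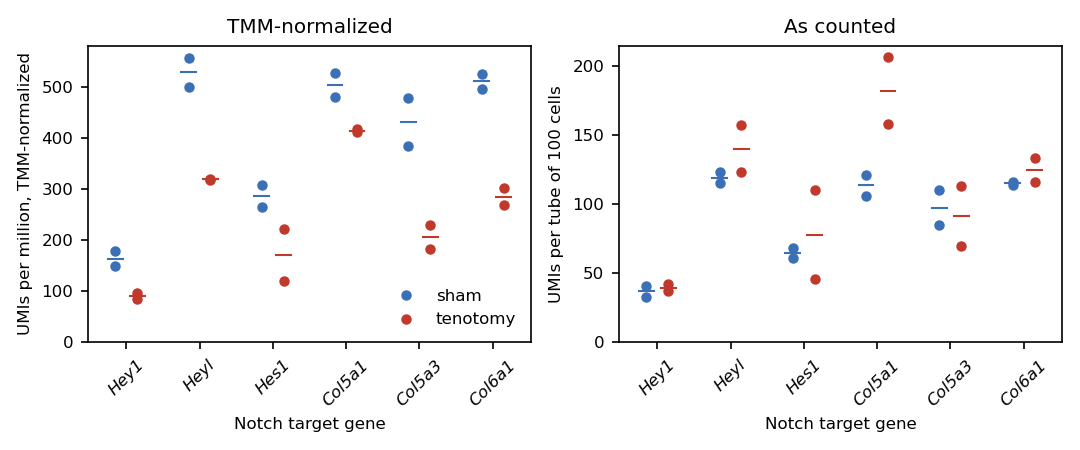
UMIs of the 6 Notch target genes in each library from sham-operated (blue) and overloaded (red) muscle, with points for the 2 libraries of each group and a line at their mean. The left axis gives TMM-normalized CPM, where all 6 genes are lower after tenotomy, and the right axis gives UMIs per tube of 100 cells as counted, where the mean is lower after tenotomy for 1 of them, Col5a3.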

To determine the expression of Notch target genes, we performed RNA-seq analyses and found that their expression was overall sustained in overloaded MuSCs at 4 days after tenotomy (Figure 3C). Specifically, we observed significant sustained expression of *Heyl* in overloaded MuSCs as compared with that observed in regenerating MuSCs (Figure 3—figure supplement 1). 

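The arrays of regenerating MuSCs were not analysed here, and the values given are those of the sham-operated and overloaded muscle. Heyl (ENSMUSG00000032744) lies on the plus strand of chromosome 4 of GRCm38 from 123233556 to 123249875, has 5 exons in its longest transcript and overlaps no other annotated gene. It was counted 115 and 123 times in the sham libraries and 123 and 157 times in the tenotomy libraries. Relative to the other transcripts, Heyl was at 529 ± 40.0 CPM (SD, n = 2) in sham and at 319 ± 1.33 (SD, n = 2) after tenotomy, a log2 fold change of -0.73 (standard error 0.16, 95% confidence interval -1.07 to -0.38, adjusted p = 0.0018 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This difference was larger than the spread between replicates, and with each library left out in turn the log2 fold change stayed between -0.84 and -0.68. Per tube of 100 cells, Heyl was not lower, with a log2 fold change of 0.23 (adjusted p = 0.31 from the same test). Genes as abundant as Heyl also fell, and the 200 genes closest to it in abundance had a median log2 fold change of -0.70. Once that dependence on abundance was removed by offsets fitted to each library, the log2 fold change of Heyl was -0.059 (adjusted p = 0.81 from the same test). A correction for counts that saturate at 2000, above every count in these libraries, left it at -0.73 (adjusted p = 0.0030). That correction could hardly move a gene with 115 to 157 counts, so it does not test saturation at the level of Heyl. Markers of mural cells were scarcer than Heyl in the sham libraries, with a median of 14 UMIs per gene for 6 markers against 238 for Heyl. Of these markers, however, Acta2 reached 224 and Tagln 77. Dll4 was counted 0 times in 3 of the libraries and 2 times in the other, too few for a fold change.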

We then confirmed the RNA-seq results by quantitative reverse transcription polymerase chain reaction (qRT-PCR), with the data showing that *Heyl* but not *Hey1* expression was sustained in tenotomy induced MuSCs (Figure 3D). Additionally, we measured levels of *Col5a1*, *Col5a3*, and *Col6a1* expression as newly identified direct target genes of Rbp-J (the major transcriptional effector of Notch signaling) in MuSCs (Baghdadi et al., 2018). We found that their expression levels were reduced at 2 days after surgery but comparable to levels in quiescent MuSCs at 4 days after surgery, when MuSCs exhibit active proliferation in overloaded muscle (Figure 3E). Moreover, RNA-seq data indicated increased expression levels of cell cycle-related genes and sustained expression of *Myf5* in overloaded MuSCs (Figure 3B). These findings suggested that MuSCs proliferate under activation of canonical Notch signaling in the overload mouse model, and that sustained *Heyl* expression is a feature of proliferating MuSCs in overloaded muscle.

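All 6 cell cycle genes of Fig. 3C were higher after tenotomy past the threshold, and 5 of them were at or near 0 in the sham libraries. Cdk1 was counted 0 and 1 times in sham and 85 and 114 times after tenotomy, a ratio of 102 after normalization (95% exact binomial interval 18.1 to 4051). For Ccna2 the ratio was 79.0 (interval 14.0 to 3139), and for Mki67, which had 2 counts in sham and 123 after tenotomy, it was 31.5 (interval 8.55 to 263). These intervals cover counting error only. The sham counts of each of these 3 genes lay in 1 library, replicate 2 for Cdk1 and Mki67 and replicate 1 for Ccna2, without which no sham count was left. Ccnb1 and Cdc45 had no count in sham, and against a floor of 3 counts over the group they were at least 14.4-fold and at least 9.06-fold higher after tenotomy. Cdc45 was not past the threshold under offsets meant to remove the dependence of fold changes on abundance (adjusted p = 0.17). Those offsets are less certain for scarce genes, since they moved the median of the least abundant 10% of tested genes from 0.52 to -0.43. Ccnd1, which was already expressed in sham, rose from 197 ± 22.7 to 317 ± 62.2 CPM (SD, n = 2 each), a log2 fold change of 0.67 (standard error 0.20, adjusted p = 0.014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccnd1 was past the threshold neither under DESeq2 (adjusted p = 0.10, just above it) nor without sham replicate 2, where its log2 fold change was 0.52 (adjusted p = 0.17). Ccna2, Mki67, Cdc45 and Ccnd1 each overlap a gene on the other strand. Their counts are uncertain to that extent, because the paper's text does not state whether the counting used strand. The tenotomy libraries also held RNA of leukocyte marker genes, with a median of 37 UMIs per gene for 8 abundant markers against 138.5 for the cell cycle genes.
Myf5 lies on the minus strand of chromosome 10 from 107482908 to 107486134. Its level was 912 ± 213 CPM (SD, n = 2) in sham and 977 ± 44.6 (SD, n = 2) after tenotomy, and the log2 fold change of 0.10 (standard error 0.17, 95% confidence interval -0.27 to 0.46, adjusted p = 0.68) was within the spread between replicates. The sign depended on the libraries used, since the log2 fold change was -0.16 without sham replicate 2. Without scaling, Myf5 was higher after tenotomy by a log2 fold change of 1.05 (adjusted p = 9.4e-05), and it was also higher past the threshold with library sizes alone (adjusted p = 0.056) and under the offsets (adjusted p = 2.4e-06).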

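Across all genes, 1867 were higher and 1898 were lower after tenotomy past the threshold, so that 49.6% of the changed genes were higher. The share of higher genes was 66.6% when library sizes were used without TMM factors (2694 higher and 1351 lower) and 93.1% for UMIs per tube (4486 higher and 330 lower). DESeq2, the tool named in the paper's methods, called 967 genes higher and 1215 lower. In 72.9% of the tested genes the libraries of the 2 groups did not overlap, where chance gives 33.3%. The paper states that expression of the Notch target genes was overall sustained and that cell cycle-related genes increased, and from these findings it proposes that MuSCs proliferate while canonical Notch signaling is active, with sustained Heyl expression as a feature of proliferating MuSCs in overloaded muscle.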

**Figure 3.**
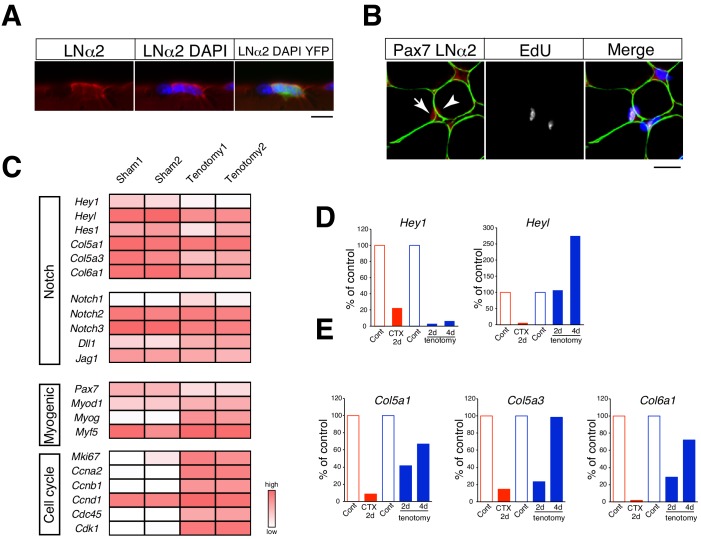
Relative mRNA expression of Notch target genes in muscle stem cells in regenerating versus overloaded muscle. (**A**) Immunostaining of laminin α2 (LNα2; red) and YFP (green) in isolated myofibers derived from *Pax7^CreERT2+^::Rosa^YFP^* (Rosa-YFP) mice at 4 days after tenotomy. Nuclei were counterstained with DAPI. Scale bar: 10 µm. (**B**) Immunostaining of Pax7 (red), laminin α2 (LNα2; green), and EdU (white) in sections from *C57BL/6* mice at 4 days after tenotomy. Nuclei were counterstained with DAPI. Arrow or arrowhead indicate EdU^+^ or EdU^−^ Pax7^+^ cells. Scale bar: 20 µm. (**C**) RNA-seq analyses of Notch, myogenic, and cell-proliferation-related genes in MuSCs from sham or overloaded plantaris muscle of Rosa-YFP at 4 days after tenotomy. (**D, E**) Mononuclear myogenic cells were isolated from intact muscle (Cont; red), damaged muscle at 2 days after cardiotoxin injection (CTX 2d), sham-operated muscle (Cont; blue), or overloaded plantaris muscle of C57BL/6. Relative expression of *Hey1* and *Heyl* (**D**) and three other canonical Notch target genes (*Col5a1*, *Col5a3*, and *Col6a1*) were compared between Cont and CTX/tenotomy samples (**E**).

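Of the 21 genes in Fig. 3C, 20 had enough counts to be tested, and 16 passed the threshold, 8 higher and 8 lower after tenotomy. The number was also 16 when the p-values were adjusted over the list alone, which is not independent evidence because the paper shows these genes from the same libraries. Notch1 was left out for low counts, with 2 and 2 UMIs in sham and 9 and 5 after tenotomy. Among the myogenic genes, Pax7 went from 499 ± 20.4 to 279 ± 2.39 CPM (SD, n = 2 each), a log2 fold change of -0.84 (standard error 0.16, adjusted p = 6.3e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts per tube overlapped between the groups, 118 and 107 in sham against 108 and 137 after tenotomy, and under the offsets for abundance its log2 fold change was -0.22 (adjusted p = 0.30). Myod1 was at 378 ± 23.2 CPM in sham and at 461 ± 4.33 after tenotomy (SD, n = 2 each), and the log2 fold change of 0.29 was not past the threshold (adjusted p = 0.17), although it was with upper-quartile factors (adjusted p = 0.072) and with library sizes alone (adjusted p = 0.0067). Myod1 was also higher past the threshold under the offsets (log2 fold change 0.97) and per tube (1.25). Fold changes depended on abundance in these libraries. The median log2 fold change was 0.52 in the least abundant 10% of the tested genes and -0.73 in the most abundant 10%, where 85.3% of the genes were lower after tenotomy.

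**Figure D2:**
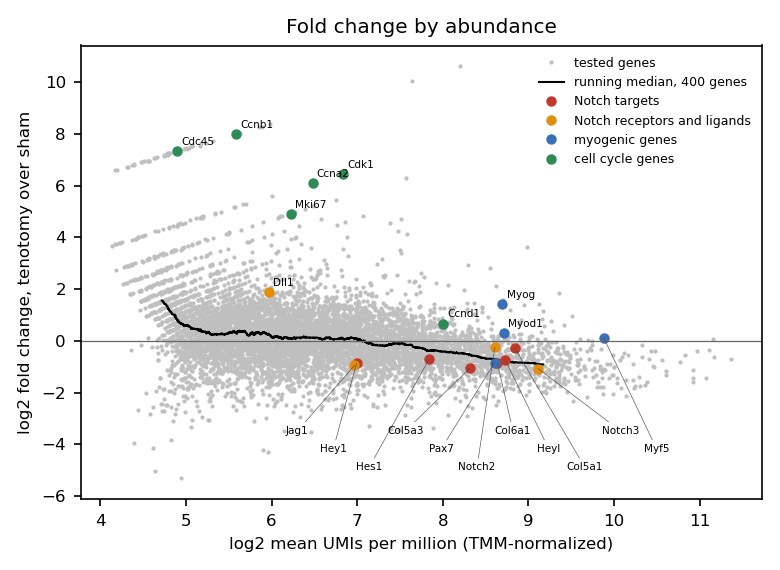
Log2 fold change of each tested gene after tenotomy relative to sham against its log2 mean TMM-normalized CPM over the 4 libraries, with the running median of 400 genes as a line and the genes of Fig. 3C in color. The line lies above 0 for scarce genes and below 0 for abundant ones, Heyl and Col6a1 lie near it, and Ccnb1 and Cdc45 are drawn at fitted values that depend on a prior because they had no count in sham.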

**Figure 3—figure supplement 1.**
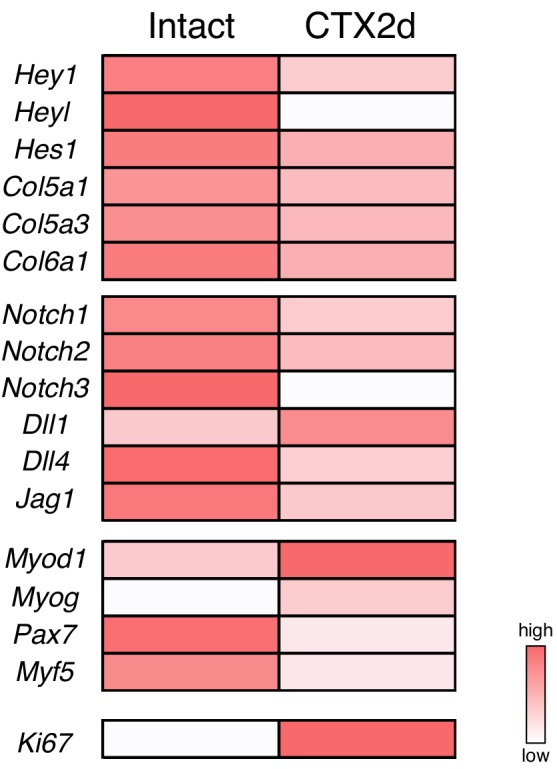
Expression of Notch, myogenic, and cell-proliferation-related genes in MuSCs from intact or damaged muscles. MuSCs were prepared from intact or damaged hindlimb muscles at 2 days after CTX injection. The heat map shows the gene-expression profile obtained using microarray data (accession number: GSE56903).

### Proliferation ability of MuSCs in HeyL-KO mice

We then investigated the role of sustained *Heyl* expression in MuSC behavior in overloaded muscle by inducing tenotomy in HeyL-KO mice and comparing the effects with those in Hey1-KO and control mice (Figure 4A). Interestingly, in HeyL-KO mice, the frequency of Ki67^+^MyoD^+^ and Ki67^+^MyoD^−^ cells among Pax7^+^ cells increased and decreased, respectively, at 4 days after surgery (Figure 4B,C); therefore, the ratio of MyoD^+^ to MyoD^−^ cells among proliferating cells (Ki67^+^Pax7^+^) was markedly higher in HeyL-KO mice than in control and Hey1-KO mice (Figure 4D). Moreover, the frequency of Ki67^+^ cells in HeyL-KO mice was similar to that in control mice, whereas the total number of Pax7^+^ cells per myofiber at 4 days after surgery was significantly lower in HeyL-KO mice than in control and Hey1-KO mice (Figure 4E), suggesting that the loss of *Heyl* affected MuSC proliferation but not their activation. The results at 7 days after surgery were similar to those at 4 days after surgery (Figure 4—figure supplement 1). By contrast, in vivo regeneration and in vitro culture assays revealed no notable differences between control and HeyL-KO mice (Figure 4—figure supplements 2 and 3). Collectively, these results indicate that the sustained expression of *Heyl* in MuSCs is critical for suppressing MyoD expression in overloaded muscles, and that the loss of *Heyl* impairs the proliferation of MuSCs by biasing them toward differentiation (MyoD expression).

**Figure 4.**
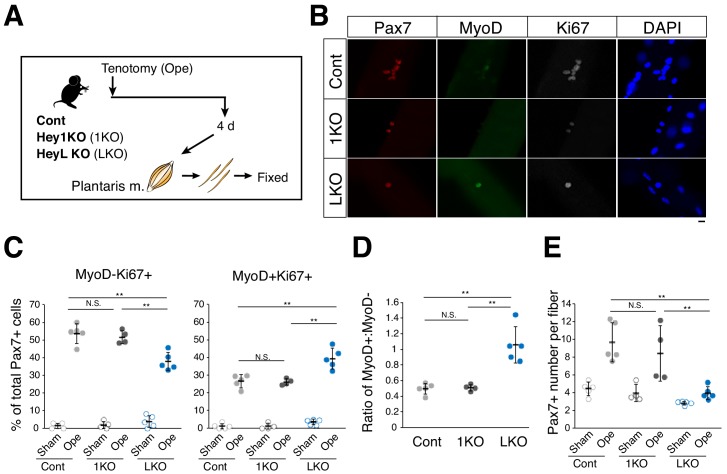
Increased ratio of MyoD-expressing myogenic cells and decreased cell number in overloaded HeyL-KO mice. (**A**) Experimental scheme for analyzing Pax7^+^ cells on plantaris myofibers derived from control (Cont), Hey1-KO (1KO), or HeyL-KO (LKO) mice at 4 days after tenotomy (Ope). (**B**) Immunostaining of Pax7 (red), MyoD (green), and Ki67 (white) in MuSCs on freshly isolated myofibers at 4 days after tenotomy from Cont, 1KO, or LKO mice. Nuclei were counterstained with DAPI. Scale bar: 20 μm. (**C**) Frequency of MyoD^−^Ki67^+^ (left) or MyoD^+^Ki67^+^ (right) cells among Pax7^+^ cells on myofibers: sham (open circle) versus 4 days after tenotomy (closed circle), derived from Cont (light gray, *n* = 5), 1KO (black, *n* = 4), or LKO (blue, *n* = 5) mice. **p<0.01. N.S.: not significant. (**D**) Ratio of MyoD^+^ to MyoD^−^ cells among Ki67^+^Pax7^+^ cells on myofibers at 4 days after tenotomy, derived from Cont (light gray, *n* = 5), 1KO (black, *n* = 4), or LKO (blue, *n* = 5) mice. **p<0.01. N.S.: not significant. (**E**) Number of Pax7^+^ cells on myofibers: sham (open circle) versus 4 days after tenotomy (closed circle), derived from Cont (light gray, *n* = 5), 1KO (black, *n* = 4), or LKO (blue, *n* = 5) mice. **p<0.01. N.S.: not significant. Data represent the mean ± standard deviation. One-way ANOVA, followed by the Tukey–Kramer test, was used for statistical analyses. 10.7554/eLife.48284.016Figure 4—source data 1.Numerical data for making the graphs in Figure 4.Experiment number corresponds to all results.

**Figure 4—figure supplement 1.**
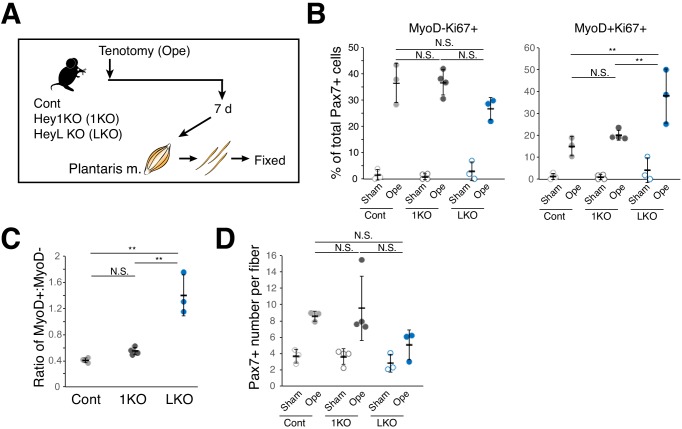
Increased ratio of MyoD-expressing myogenic cells and decreased cell number in overloaded HeyL-KO mice at 7 days after tenotomy. (**A**) Experimental scheme for analyzing Pax7^+^ cells on plantaris myofibers derived from control (Cont), Hey1-KO (1KO), or HeyL-KO (LKO) mice at 7 days after tenotomy (Ope) or derived from corresponding contralateral control muscles (Sham). (**B**) Frequency of MyoD^−^Ki67^+^ (left) or MyoD^+^Ki67^+^ (right) cells among Pax7^+^ cells on myofibers: sham (open circle) versus 7 days after tenotomy (closed circle) and derived from Cont (light gray, *n* = 3), 1KO (black, *n* = 4), or LKO (blue, *n* = 3) mice. **p<0.01. N.S.: not significant. (**C**) Ratio of MyoD^+^ to MyoD^−^ cells among Ki67^+^Pax7^+^ cells on myofibers at 7 days after tenotomy and derived from Cont (light gray, *n* = 3), 1KO (black, *n* = 4), or LKO (blue, *n* = 3) mice. **p<0.01. N.S.: not significant. (**D**) Number of Pax7^+^ cells on myofibers: sham (open circle) versus 7 days after tenotomy (closed circle) and derived from Cont (light gray, *n* = 3), 1KO (black, *n* = 4), or LKO (blue, *n* = 3) mice. N.S.: not significant. Data represent the mean ± standard deviation. One-way ANOVA, followed by the Tukey–Kramer test, was used for statistical analyses. 10.7554/eLife.48284.011Figure 4—figure supplement 1—source data 1.Numerical data for making the graphs in Figure 4—figure supplement 1.Experiment number corresponds to all results.

**Figure 4—figure supplement 2.**
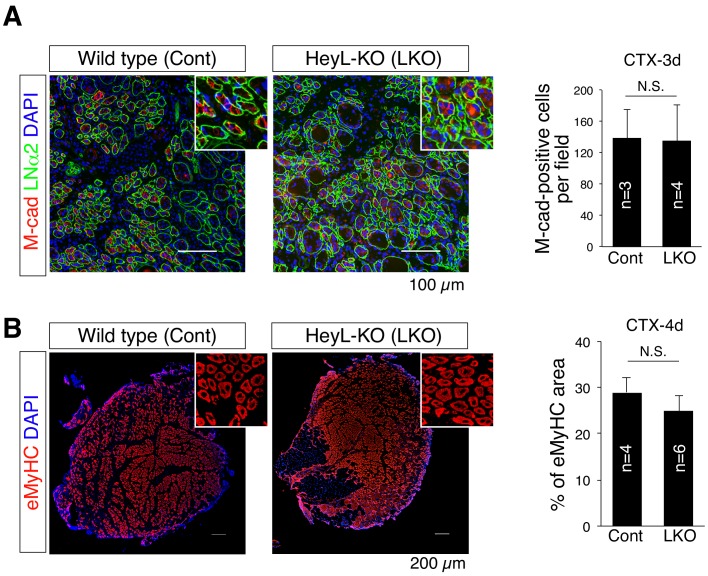
Normal muscle-regenerative ability in HeyL-KO mice. (**A**) Immunostaining of M-cadherin (M-cad; red) and laminin α2 (LNα2; green) in sections of regenerating tibialis anterior muscle at 3 days after CTX injection (CTX-3d). Scale bar: 100 μm. Bar graph shows the frequency of M-cadherin^+^ cells per field in wild-type (Cont; *n* = 3) and HeyL-KO (LKO; *n* = 4) mice. N.S.: not significant. (**B**) Immunostaining of embryonic myosin heavy chain (eMyHC; red) in sections of regenerating tibialis anterior muscle at 4 days after CTX injection (CTX-4d). Scale bar: 200 μm. Bar graph shows percentages of eMyHC^+^ area in wild-type (Cont; *n* = 4) and LKO (*n* = 6) mice. N.S.: not significant. Data represent the mean ± standard deviation. A two-sided Student’s *t* test was performed. 10.7554/eLife.48284.013Figure 4—figure supplement 2—source data 1.Numerical data for making the graphs in Figure 4—figure supplement 2.

**Figure 4—figure supplement 3.**
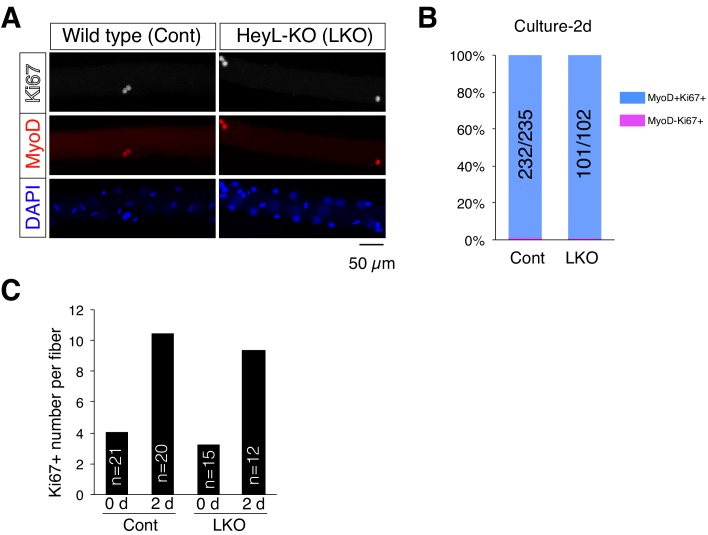
Normal activation and proliferation ability of HeyL-KO MuSCs on cultured myofibers. (**A**) Immunostaining of 2 day cultured myofibers from wild-type (Cont) and HeyL-KO (LKO) mice using Ki67 (white) and MyoD (red) antibodies. Nuclei were stained with DAPI (blue). Scale bar: 50 μm. (**B**) Bar graph showing the percentage of MyoD^+^ or MyoD^−^ cells among Ki67^+^ cells on 2 day cultured myofibers from wild-type (Cont) and LKO mice. The number of MyoD^+^ cells among Ki67^+^ cells is indicated in the numerator of each bar, and the number of Ki67^+^ cells is indicated in the denominator of each bar. (**C**) Bar graph showing the average number of Ki67^+^ cells per freshly isolated (0 d) or 2 day cultured (2 d) myofibers. The numbers in the graphs indicate the counted myofibers. 10.7554/eLife.48284.015Figure 4—figure supplement 3—source data 1.Numerical data for making the graphs in Figure 4—figure supplement 3.

### The supply of new myonuclei is diminished in overloaded muscle in HeyL-KO mice

We then compared the numbers of new myonuclei supplied by MuSCs in overloaded muscle from control, Hey1-, and HeyL-KO mice. Proliferating MuSCs were labeled with EdU (Figure 5A), and MuSC-derived nuclei (EdU^+^ myonuclei) were discriminated from other nuclei after staining for dystrophin [i.e., we detected new MuSC-derived myonuclei as EdU^+^ nuclei located beneath the myofiber membrane (marked by dystrophin staining)] (Fukada et al., 2011) (Figure 5B). Approximately 20 or 60 myonuclei were labeled per cross-section from control/Hey1-KO mice at 4 or 7 days after surgery, respectively (Figure 5C), which suggested that the proliferating MuSCs actively fused with myofibers during this period. Notably, in HeyL-KO mice, we detected <50% as many new (EdU^+^) myonuclei per one cross-section or per 100 myofibers as compared with that detected in control and Hey1-KO mice at 7 days after surgery (Figure 5C; Figure 5—figure supplement 1A). Additionally, the number of myonuclei per 100 myofibers in HeyL-KO mice after tenotomy was lower than that in control mice (Figure 5—figure supplement 1B). Furthermore, in sham-operated muscle, EdU^+^ myonuclei were rarely detected in control, Hey1-, and HeyL-KO mice (Figure 5C), which indicated that changes in the number of EdU^+^ myonuclei were due to MuSC fusion with myofibers in response to overload. However, similar to a previous MuSC-depletion study (McCarthy et al., 2011), the decrease in the number of new myonuclei in HeyL-KO mice did not correlate with muscle weight at this time point (Figure 5D). These findings indicate that the impaired expansion of MuSCs (due to increased MyoD expression) resulted in decreased new myonuclei in the overloaded muscle of HeyL-KO mice.

**Figure 5.**
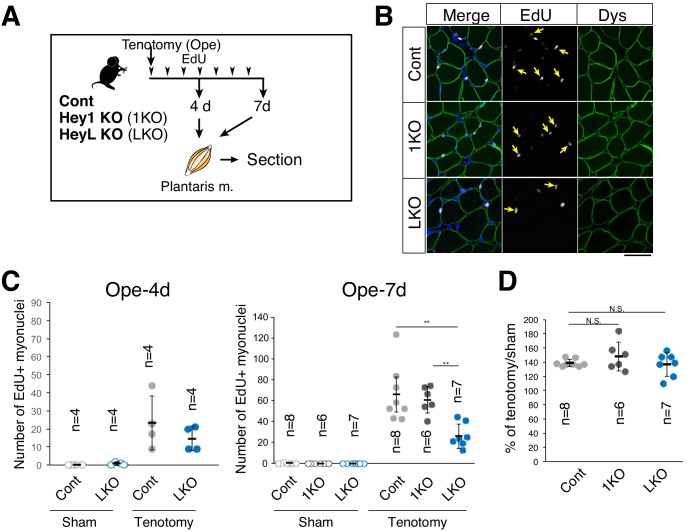
Decreased number of new myonuclei supplied by muscle stem cells in overloaded HeyL-KO muscle. (**A**) Experimental scheme for analyzing new MuSC-derived myonuclei in plantaris muscle of control (Cont), Hey1-KO (1KO), or HeyL-KO (LKO) mice at 4 or 7 days after tenotomy. Arrowheads indicate the day of EdU injection. (**B**) Arrows indicate new myonuclei supplied by MuSCs in overloaded muscle of Cont, 1KO, or LKO mice. MuSC-derived myonuclei were labeled with EdU (white) and located inside the staining for dystrophin (Dys; green). Nuclei were counterstained with DAPI. Scale bar: 50 μm. (**C**) Number of EdU^+^ myonuclei in muscle: sham (open circle) versus tenotomy (closed circle). Left graph: results at 4 days after tenotomy (Ope-4d) (Cont: light gray, *n* = 4; LKO: blue, *n* = 4). Right graph: results at 7 days after tenotomy (Cont: light gray, *n* = 8; 1KO: black, *n* = 6; LKO: blue, *n* = 7). **p<0.01. N.S.: not significant. (**D**) Ratio of overloaded muscle weight to sham muscle weight in Cont (light gray, *n* = 8), 1KO (black, *n* = 6), or LKO (blue, *n* = 8) mice at 7 days after tenotomy. N.S.: not significant. Data represent the mean ± standard deviation. One-way ANOVA, followed by the Tukey–Kramer or Bonferroni test, was used for statistical analyses. 10.7554/eLife.48284.020Figure 5—source data 1.Numerical data for making the graphs in Figure 5.Experiment number corresponds to all results.

**Figure 5—figure supplement 1.**
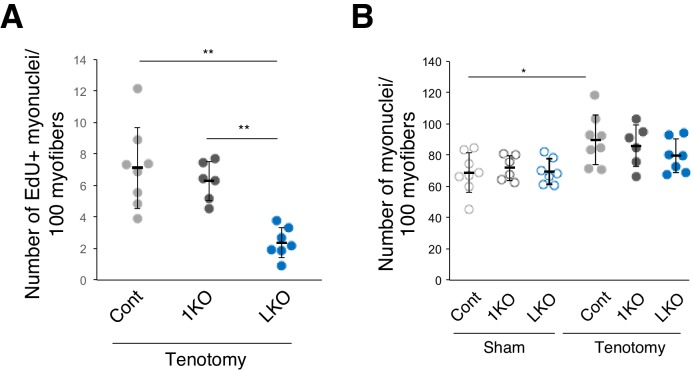
Number of EdU^+^ or total myonuclei per 100 myofibers. (**A**) The number of EdU^+^ myonuclei per 100 myofibers at 1 week after tenotomy (Cont: light gray, *n* = 8; 1KO: black, *n* = 6; LKO: blue, *n* = 7). The number of EdU^+^ located beneath dystrophin staining was counted. **p<0.01. (**B**) The number of total myonuclei per 100 myofibers from sham (open circle) or 1 week after tenotomy (closed circle) (Cont: light gray, *n* = 8; 1KO: black, *n* = 6; LKO: blue, *n* = 7). The number of nuclei (DAPI) located beneath dystrophin staining was counted. *p<0.05. 10.7554/eLife.48284.019Figure 5—figure supplement 1—source data 1.Numerical data for making the graphs in Figure 5—figure supplement 1.Experiment number corresponds to all results.

### HeyL loss affects muscle weight and myofiber size in SA-induced hypertrophy

In contrast to tenotomy, a previous study reported that SA allows the plantaris muscle to continue increasing in size, and that the effects of diminished MuSC number and function were observed at a later stage of SA-induced hypertrophy (Fry et al., 2014). To examine whether the decreased number of new myonuclei derived from MuSCs in HeyL-KO mice affects muscle weight and myofiber size, we induced SA in control and HeyL-KO mice (Figure 6A). Similar to the previous study, the muscle weight to body weight ratio increased by up to 190% relative to that in sham contralateral muscle in control mice (sham vs. SA: 0.65 ± 0.04 vs. 1.26 ± 0.20 mg/g) (Figure 6B) (Fry et al., 2014). Moreover, histologic analyses of plantaris muscle revealed an increased myofiber cross-sectional area in control mice (sham vs. SA: 1127 ± 227 vs. 1794 ± 349 μm^2^) (Figure 6C,D); however, in HeyL-KO mice, the growth rate of plantaris muscle was lower than that in control mice (HeyL-KO sham vs. SA: 0.63 ± 0.05 vs. 1.07 ± 0.13 mg/g) (Figure 6B), and after SA, myofibers in the KO mice were also smaller than those in control mice (sham vs. SA: 1116 ± 126 vs. 1443 ± 205 μm^2^) (Figure 6C,D). Furthermore, HeyL-KO mice following SA tended to have fewer myonuclei compared with control mice (Figure 6—figure supplement 1). These findings indicate that the loss of *Heyl* in MuSCs results in blunted muscle hypertrophy at the late stage in SA-treated mice.

**Figure 6.**
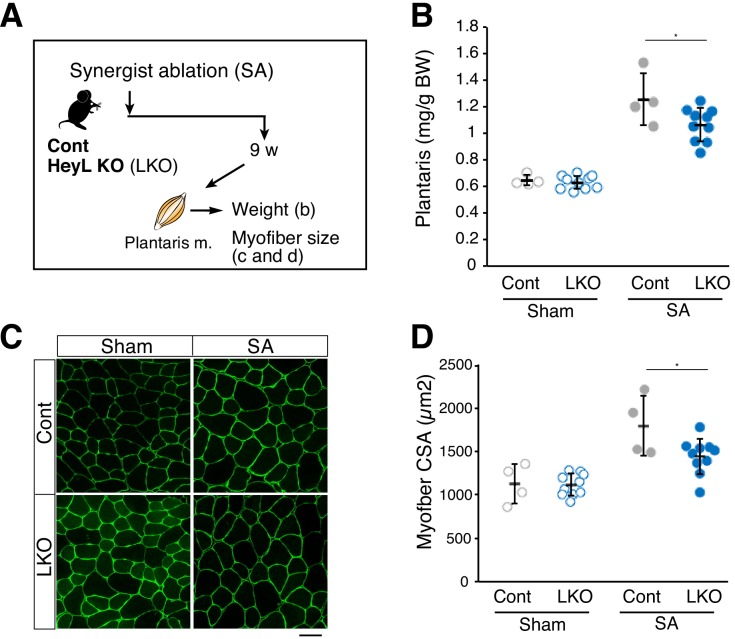
Blunted hypertrophy in HeyL-KO mice at 9 weeks after synergist ablation (SA). (**A**) Experimental scheme for analyzing the influence of HeyL-KO (LKO) on overloaded plantaris muscle at 9 weeks after SA. (**B**) Normalized plantaris muscle weight [muscle weight/body weight (BW)] from sham (open circle) or SA (closed circle) muscle derived from Cont (light gray, *n* = 4) or LKO mice (blue, *n* = 10). *p<0.05. N.S.: not significant. (**C**) Immunostaining of laminin α2 (green) in sham or SA plantaris muscle derived from Cont or LKO mice. Scale bar: 50 μm. (**D**) Average myofiber cross-sectional area (CSA) values from sham (open circle) or SA (closed circle) plantaris muscle derived from Cont (light gray, *n* = 4) or LKO mice (blue, *n* = 10). *p<0.05. N.S.: not significant. Data represent the mean ± standard deviation. One-way ANOVA, followed by the Tukey–Kramer test, was used for statistical analyses. 10.7554/eLife.48284.024Figure 6—source data 1.Numerical data for making the graphs in Figure 6.Experiment number corresponds to all results.

**Figure 6—figure supplement 1.**
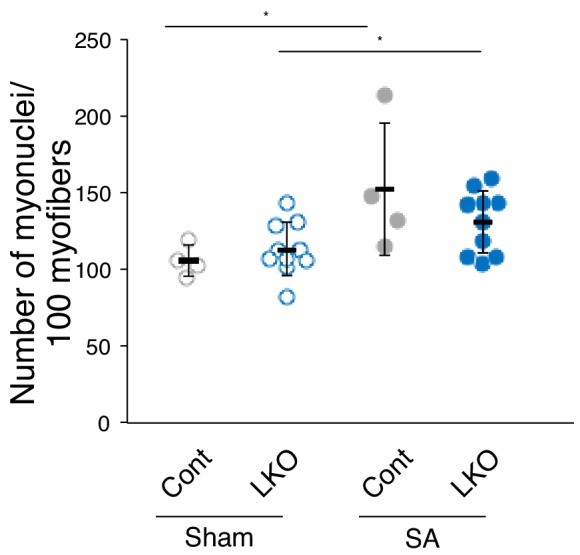
Number of total myonuclei per 100 myofibers 9 weeks after SA. The number of total myonuclei per 100 myofibers from sham (open circle) or 9 weeks after SA (closed circle) (Cont: light gray, *n* = 4; LKO: blue, *n* = 10). The number of nuclei (DAPI) located beneath dystrophin staining was counted. *p<0.05. 10.7554/eLife.48284.023Figure 6—figure supplement 1—source data 1.Numerical data for making the graph in Figure 6—figure supplement 1.Experiment number corresponds to Figure 6—source data 1.

## Discussion

One of the most crucial findings obtained in this study was that MuSCs proliferated in the absence of MyoD expression by expressing HeyL in overloaded muscle (Figure 7A), unlike findings in well-known myogenic differentiation models. Therefore, the mechanism of MuSC proliferation in overloaded muscle differs from those described in regenerating muscle and in vitro culture systems, which have provided the basis for concepts of MuSC proliferation and differentiation (Fukada, 2018; Zammit et al., 2004; Zammit et al., 2006). Here, we showed that in overloaded muscle, MuSCs proliferated between the basal lamina and myofibers. By contrast, in regenerating muscle, MuSCs proliferate beneath the retained basal lamina (‘ghost fibers’), where damaged myofibers have been removed by macrophages (Webster et al., 2016). Single-myofiber culture does not allow MuSCs to proliferate beneath the basal lamina, because MuSCs escape from the niche and proliferate outside the basal lamina (Siegel et al., 2009; Yamaguchi et al., 2015). The environment in which MuSCs proliferate is considered to be responsible for the difference in MyoD- and HeyL-expression patterns in MuSCs between regenerating and overloaded muscle.

**Figure 7.**
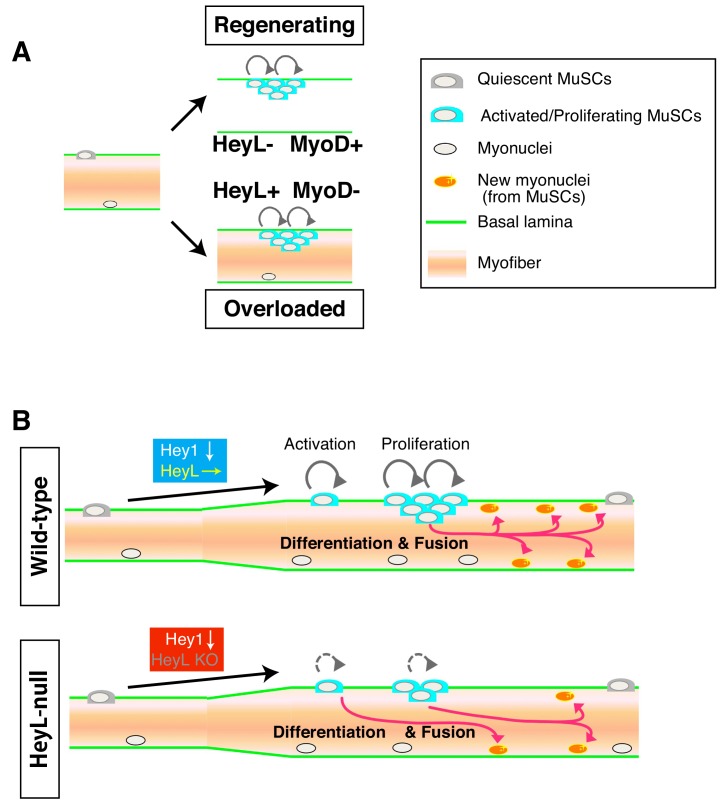
Model of MuSC behavior in overloaded muscle. (**A**) Distinct environments for MuSC proliferation between regenerating and overloaded muscle. (**B**) Essential roles of HeyL in MuSC proliferation in overloaded muscle.

**Figure 7—figure supplement 1.**
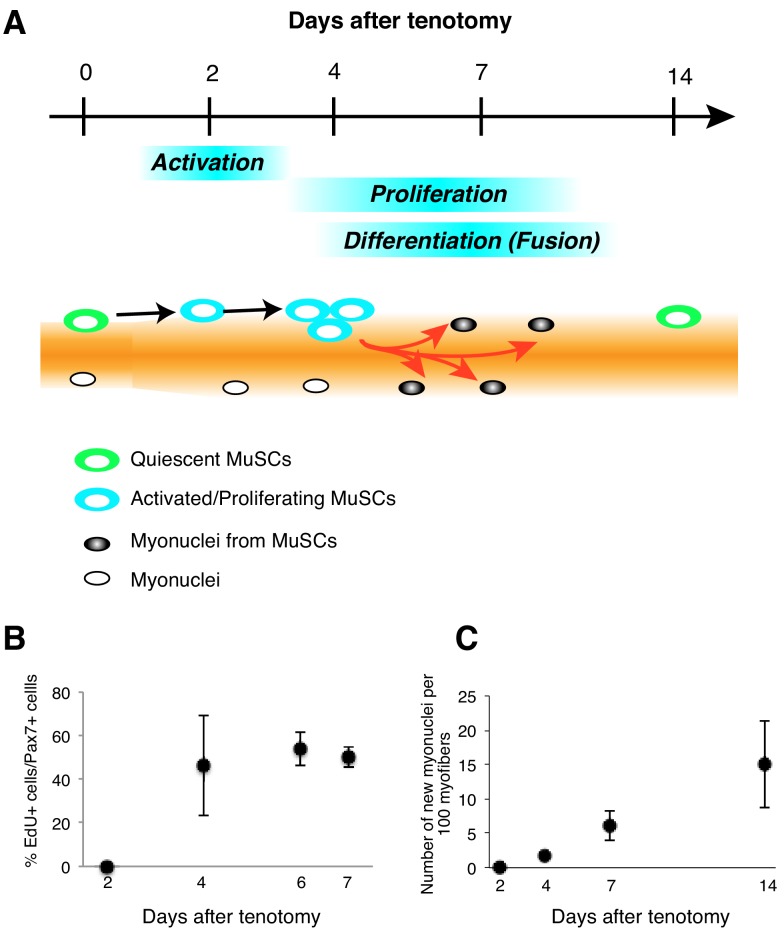
Kinetics of MuSC behavior in overloaded muscle. (**A**) MuSC behavior in overloaded muscle. (**B**) Frequency of EdU^+^Pax7^+^ cells among Pax7^+^ cells. After tenotomy, EdU was injected until mice were sacrificed. (**C**) Gradual increases in the number of new MuSC-derived myonuclei up to 14 days after tenotomy. After tenotomy, EdU was injected until mice were sacrificed. 10.7554/eLife.48284.027Figure 7—figure supplement 1—source data 1.Raw data in Figure 7—figure supplement 1.

Based on our results, the kinetics of MuSC behavior in overloaded muscle also differ from those in regenerating muscles (Figure 7A; Figure 7—figure supplement 1A). In cardiotoxin (CTX)-induced regenerating muscle, MuSC activation (MyoD expression) occurs quickly, and at least 50% of MuSCs are Ki67^+^ at 1 day after injury (Ogawa et al., 2015). At 2 to 3 days after injury, MuSCs proliferate vigorously and begin to express myogenin to promote MuSC fusion. In overloaded muscle, MuSC activation (Ki67 expression) is initiated 2 days after tenotomy, followed by MuSC proliferation (Figure 1; Figure 7—figure supplement 1A). Importantly, proliferating and differentiating MuSCs co-exist for long periods, resulting in gradually increasing numbers of MuSC-derived myonuclei until 14 days after tenotomy (Figure 7—figure supplement 1A–C). 

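In the overloaded MuSCs at 4 days after tenotomy, Myog, which encodes myogenin, was counted 246 and 282 times, against 52 and 49 times in the sham libraries. Normalized, it rose from 224 ± 3.09 to 605 ± 48.5 CPM (SD, n = 2 each), a log2 fold change of 1.43 (standard error 0.18, adjusted p = 1.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rise was larger than the spread between replicates and kept its direction with each library left out, at log2 fold changes of 1.37 to 1.55. Mymk, which encodes a protein needed for myoblast fusion, rose by a log2 fold change of 2.61 (standard error 0.28, adjusted p = 1.6e-06), and by 3.49 without sham replicate 1 and 2.04 without sham replicate 2. The 6 cell cycle genes had a median fitted log2 fold change of 6.27, and of 4.36 with the genes that had no count in sham set at their lower bounds. The fitted median was 7.81 without sham replicate 2. As a set they were higher by camera (adjusted p = 6.9e-05) and by fry (adjusted p = 0.0015). Each library was made from 100 cells together, so that cycling and differentiating cells within a tube were not separated.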

RNA-seq data supported this model based on elevated expression of both cell cycle-related genes and *myogenin* in overloaded MuSCs.

*Hey1* and *Heyl* are effector genes of canonical Notch signaling in MuSCs. In muscle-injury experiments, Hey1-KO and HeyL-KO mice showed normal muscle-regeneration ability (Fukada et al., 2011); however, in overloaded muscle, HeyL-KO mice exhibited impaired cell proliferation, which resulted in a decreased number of new myonuclei during muscle hypertrophy (Figure 7B). These results strongly support the notion that the MuSC-proliferation mechanism in the overload model differs from that in the injury model. This study did not yield direct evidence indicating active Notch signaling in MuSCs in overloaded muscle, because real-time imaging of Notch signaling is challenging. However, the following results suggested that Notch signaling was activated in proliferating MuSCs of overloaded muscle at 4 days after tenotomy (when MuSCs proliferate actively): 1) in addition to *Heyl*, proliferating MuSCs expressed Notch-related genes and *Col5a1*, *Col5a3*, and *Col6a1*, which are direct target genes associated with canonical Notch signaling (Baghdadi et al., 2018); and 2) MuSCs proliferated on myofibers, which are presumed to express Notch ligands. 

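Both Col5a3 and Col6a1 were detected in every library and were lower relative to the other transcripts after tenotomy. Col5a3 went from 432 ± 66.3 to 205 ± 33.1 CPM (SD, n = 2 each), a log2 fold change of -1.06 (standard error 0.19, adjusted p = 2.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Col6a1 from 511 ± 20.7 to 285 ± 22.8 (SD, n = 2 each), a log2 fold change of -0.84 (standard error 0.17, adjusted p = 6.6e-04). Col5a1 was at 503 ± 32.9 in sham and at 414 ± 4.49 after tenotomy (SD, n = 2 each), and its log2 fold change of -0.28 (standard error 0.16, adjusted p = 0.17) was not past the threshold, although it was with a filter of at least 10 counts in every library of at least 1 group (adjusted p = 0.085). Per tube of 100 cells, Col5a1 was higher after tenotomy, with a log2 fold change of 0.68 (adjusted p = 0.0066), and Col5a3 and Col6a1 differed by -0.092 and 0.11 on the log2 scale, neither past the threshold. Under offsets for abundance, Col5a3 stayed lower past the threshold (log2 fold change -0.55, adjusted p = 0.021), Col5a1 was higher (0.44, adjusted p = 0.024) and Col6a1 was not past the threshold (adjusted p = 0.30). Col5a1 and Col5a3 each overlap a gene on the other strand, and because the paper's text does not state whether the counting used strand, their counts carry that uncertainty.
Among the receptors, Notch3 was lower after tenotomy, with a log2 fold change of -1.07 (standard error 0.16, adjusted p = 5.3e-05), although not past the threshold under the offsets (adjusted p = 0.11) or per tube (adjusted p = 0.60), and Notch2, at 423 ± 79.1 CPM in sham and 357 ± 49.9 after tenotomy (SD, n = 2 each), did not differ beyond the replicate spread (adjusted p = 0.28). Notch2 was past the threshold in opposite directions under other settings, higher per tube (log2 fold change 0.70, adjusted p = 0.0080) and under the offsets (0.38, adjusted p = 0.072), and lower without tenotomy replicate 1 (-0.37, adjusted p = 0.079). With library sizes alone its log2 fold change was 0.023. The ligand Dll1 was higher, at 98.3 ± 21.4 against 26.6 ± 5.53 CPM (SD, n = 2 each), a log2 fold change of 1.89 (standard error 0.40, adjusted p = 0.0012). Jag1 was lower by a log2 fold change of -0.95 (adjusted p = 0.0082), which was not past the threshold without tenotomy replicate 2 (log2 fold change -0.61, adjusted p = 0.14), and its total per group was the same, 74 UMIs in each. The 4 tested receptor and ligand genes had a median log2 fold change of -0.60 and a mean of -0.10. As a set they were not past the threshold by camera (adjusted p = 0.54) or by fry (adjusted p = 0.34). With 1 library left out, the median ranged from -0.79 to -0.34. Per tube it was 0.35, and fry called the set higher (adjusted p = 0.095) while camera did not (adjusted p = 0.64). Notch2 and Notch3 also overlap other annotated genes, as does Dll1.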

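Hey1, on the minus strand of chromosome 3 of GRCm38 from 8663359 to 8667256, was counted 41 and 33 times in the sham libraries and 37 and 42 times in the tenotomy libraries. In normalized values it went from 164 ± 20.5 to 90.6 ± 7.88 CPM (SD, n = 2 each), a log2 fold change of -0.86 (standard error 0.25, adjusted p = 0.0088 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was not past the threshold with DESeq2 (adjusted p = 0.118). Under the offsets for abundance Hey1 stayed lower, with a log2 fold change of -0.85 (adjusted p = 0.011), and per tube its log2 fold change was 0.094 (adjusted p = 0.81). The number of Heyl UMIs per Hey1 UMI was 3.22 over the sham libraries and 3.54 over the tenotomy libraries, and this difference was not detectable at the depth of these libraries (two-sided Fisher's exact test on the summed UMIs of the 2 genes, p = 0.645, odds ratio of sham over tenotomy 0.908, 95% confidence interval 0.622 to 1.32). Fisher's test here compares the UMIs of these libraries and leaves out the variation between samples.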

If active Notch signaling is responsible for the sustained expression of *Heyl* via Rbp-J, a key question that remains unanswered is how MuSCs suppress *Hey1* expression. Although RNA-seq data strongly suggested active Notch signaling in the overloaded MuSCs, we cannot exclude the possibility that Notch signaling is inactive in proliferating MuSCs, and that a Notch-independent mechanism induces *Heyl* expression. 

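Beyond the genes of Fig. 3C, 9 of 19 other genes of the Notch pathway had enough counts to be tested. Their median log2 fold change was -0.58, with 4 genes lower and 1 higher past the threshold. As a set they were not past the threshold by camera (adjusted p = 0.24) or by fry (adjusted p = 0.23). Their median was nonetheless low for their abundance, at percentile 2.13 of 10000 random draws of genes of like abundance, whose median was 0.13. By the same kind of draws, the Notch targets of Fig. 3C lay at percentile 18.62 and the receptors and ligands at 24.42. Neither of those lists was unusual for its abundance. Rbpj, the gene of the transcriptional effector, went from 262 ± 20.0 to 152 ± 16.7 CPM (SD, n = 2 each), a log2 fold change of -0.77 (standard error 0.20, adjusted p = 0.0046 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without scaling, the log2 fold change of Rbpj was 0.19 (adjusted p = 0.57). Rbpj overlaps genes on the other strand, so its counts carry the same uncertainty as those of Col5a1 and Col5a3. Jag2 was left out of the test for low counts, with 3 UMIs in sham and 27 after tenotomy, a ratio of 4.62 (95% exact binomial interval 1.42 to 23.8).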

To the best of our knowledge, this is the first evidence indicating that expression of Notch effector genes is differentially regulated in MuSCs. Elucidation of the detailed mechanisms by which *Hey1* and *Heyl* expression are regulated will promote an in-depth understanding of the mechanism of MuSC proliferation during muscle hypertrophy.

Exercise-induced muscle damage are reportedly involved in skeletal muscle hypertrophy (Damas et al., 2018; Schoenfeld, 2012). Because MuSCs are indispensable for repairing damaged myofibers (Lepper et al., 2011; Relaix and Zammit, 2012; Sambasivan et al., 2011), MuSCs are likely involved in cases of exercise that produces substantial damage to myofibers. Our experimental methods involved tenotomy, which causes less damage than SA. Additionally, we used isolated single myofibers in order to allow examination of MuSCs on undamaged myofibers. We found that almost all overloaded myofibers harbored proliferating MuSCs rather than quiescent MuSCs, suggesting that even if local injury had occurred, the locally injured areas were not responsible for the MuSC activation and proliferation observed here. Collectively, our results demonstrated that MuSCs could become activated and proliferate and ultimately supply new nuclei, even in environments producing minimal myofiber damage, indicating that substantial damage is unnecessary for MuSC activation/proliferation in hypertrophic muscles.

Our results showed that in overloaded muscle, fewer proliferating MuSCs were present in HeyL-KO mice than in control mice, because the MuSCs were directed toward differentiation; however, the percentage of total Ki67^+^ cells among MuSCs in HeyL-KO mice was similar to that in control mice, which suggests that MuSC activation was unaffected by the absence of *Heyl*. This result suggested that MuSCs require activation/proliferation-inducing factors; however, the mechanisms underlying MuSC activation from the quiescent state in overloaded muscle remain unclear. Muscle-derived nitric oxide-stimulated secretion of hepatocyte growth factor (HGF) from the extracellular matrix is a potential pathway for MuSC activation/proliferation in overloaded muscle (Anderson and Pilipowicz, 2002; Tatsumi et al., 1998; Yamada et al., 2008). Using mice in which the HGF receptor (c-Met) was specifically deleted in MuSCs, Webster and Fan (2013) showed that HGF-specific signaling did not affect MuSC activation/proliferation in an injury model. However, compared with the hypertrophy model, the injury model could potentially involve several complementary factors that contribute to MuSC activation/proliferation; consequently, the contribution of HGF might be obscured in the injury model. Therefore, MuSC-specific c-Met-deleted mice could potentially exhibit defects in MuSC activation and proliferation in overloaded muscle.

Even in overloaded muscle, inflammation is a candidate pathway for inducing MuSC activation and proliferation. Mackey et al. (2007) reported that treatment with non-steroidal anti-inflammatory drugs (inhibitors of synthesis of prostaglandins, including PGE2) suppressed MuSC activity in overloaded human muscle. Furthermore, Ho et al. (2017) showed that PGE2 promotes MuSC proliferation in an injury mouse model. In the present study, we observed no marked increase in macrophage number at 2 days after tenotomy, when some MuSCs were already activated, which suggests that macrophage infiltration is no required for MuSC activation in overloaded muscle. At 4 days after tenotomy, macrophage number was only slightly increased (data not shown), although their number at this stage is already extremely high in an injury model. Macrophage-depletion models could help ascertain whether MuSCs require inflammation for their proliferation in an undamaged overloaded muscle.

Additionally, a mechanical stimulus could provide insight into a possible pathway for MuSC activation/proliferation in overloaded muscle. In developing myofibers, mechanical-stimulus-dependent Yap1 activation induces the expression of a Notch1 ligand, Jag2, which maintains the pool of myogenic progenitors (Esteves de Lima et al., 2016). Whether Yap1 is activated in MuSCs in response to mechanical stimuli remains unclear; however, the possibility exists that mechanical overload directly promotes the transition of MuSCs from the quiescent state and induces their proliferation. Investigation of these possibilities in future studies will support acquisition of a comprehensive understanding of the behaviors of MuSCs in overloaded muscle in which non-lethal damage to myofibers has occurred.

Because the ratio of myofiber nuclear content to myofiber mass remains constant during hypertrophy (known as the myonuclear domain theory), addition of new myonuclei derived from MuSCs is considered essential for increasing muscle mass (Cheek et al., 1965). However, using a MuSC-depleted model, McCarthy et al. (2011) showed that MuSCs play dispensable roles in muscle hypertrophy at an early stage of the hypertrophy. However, Egner et al. (2016) argued against this finding by presenting results demonstrating that plantaris muscle fails to undergo overload-induced hypertrophy in the absence of MuSCs; Ito et al. (2013) reported that neuronal nitric oxide synthase was rapidly activated (within 3 min) by overload induced using tenotomy, and that this stimulation eventually triggered the activation of mammalian target of rapamycin signaling, which is a recognized protein-synthesis pathway. In the present study, HeyL-KO mice showed no difference in muscle weight relative to control mice at 1 week after tenotomy, when increased myofiber size was already observed (Ito et al., 2013). However, the loss of *Heyl* affected both muscle weight and myofiber size at 9 weeks after SA. Additionally, Fry et al. (2014) noted that the absence of MuSCs affected the late stage (8 weeks) of SA-induced muscle hypertrophy. Collectively, the results of the present study indicated that the early stage of muscle hypertrophy does not require MuSCs, but that the addition of new MuSC-derived myonuclei was responsible for long-term increases in myofiber mass.

In summary, our findings reveal an essential mechanism underlying MuSC proliferation during muscle hypertrophy (Figure 7A). Identification of factors and mechanism that induce MuSC activation/proliferation under HeyL expression could lead to the development of MuSC-based therapeutic strategies for muscle-wasting diseases.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	Hey1-KO	PMID: 15680351	MGI:3574059	Kokubo et al., 2005
Strain, strain background (*Mus musculus*)	Heyl-KO	PMID: 21989910	MGI:5302514	Fukada et al., 2011
Strain, strain background (*Mus musculus*)	Pax7^CreERT2/+^	The Jackson Laboratory PMID: 19554048	JAX:# 012476 RRID:IMSR_JAX:012476	
Strain, strain background (*Mus musculus*)	Rosa26^EYFP^	The Jackson Laboratory PMID: 19554048	JAX:# 006148 RRID:IMSR_JAX:006148	
Antibody	anti-CD31-FITC (rat monoclonal)	BD Biosciences	Cat# 558738 RRID:AB_397097	1:400
Antibody	anti-CD45-FITC (rat monoclonal)	eBioscience	Cat# 11-0451-82 RRID:AB_465050	1:800
Antibody	anti-Sca1-PE (rat monoclonal)	BD Biosciences	Cat# 553336 RRID:AB_394792	1:400
Antibody	anti-Satellite cells (rat monoclonal)	Fukada et al., 2004 ECR 296, 245–255.		1:200
Antibody	anti-Dystrophin (rabbit polyclonal)	Abcam	Cat# ab15277, RRID:AB_301813	1:800
Antibody	anti-eMyHC (mouse monoclonal)	DSHB	Cat# F1.652 RRID:AB_528358	1:2 (Supernatant)
Antibody	anti-GFP (YFP) (goat polyclonal)	SICGEN	Cat# AB0020-200, RRID:AB_2333099	1:1000
Antibody	anti-GFP (YFP) (rabbit polyclonal)	MBL	Cat# 598S, RRID:AB_591816	1:1000
Antibody	anti-Ki67 (rat monoclonal)	Thermo Fisher Scientific	Cat# 14-5698-82 RRID:AB_10854564	1:200
Antibody	anti-Laminin a2 (rat monoclonal)	Enzo Life Sciences	Cat#ALX-804–190 C100, RRID:AB_2051764	1:200
Antibody	anti-M-cadherin (rabbit polyclonal)	Ojima et al., 2004		1:1000
Antibody	anti-MyoD (rabbit polyclonal)	Santa Cruz	Cat# sc-760 RRID:AB_2148870	1:200
Antibody	anti-MyoD (mouse monoclonal)	BD Biosciences	Cat# 554130 RRID:AB_395255	1:200
Antibody	anti-Pax7 (mouse monoclonal)	DSHB	Cat# PAX7 RRID:AB_528428	1:2 (Supernatant)
Commercial assay or kit	Click-iT EdU Cell Proliferation Kit for Imaging, Alexa Fluor 647 dye	Thermo Fisher Scientific	#C10340	
Chemical compound, drug	EdU	Thermo Fisher Scientific	#A10044	
Chemical compound, drug	Cardiotoxin	Latoxan	Cat# L8102	10 µM
Chemical compound, drug	Tamoxifen	Sigma-Aldrich	Cat# T5648-1G	
Others	DAPI	Vector Laboratories	Cat# H-1200	
Others	MOM blocking	Vector Laboratories	Cat# BMK-2202	
Sequence-based reagent	5’-TGTGGATCACCTGAAAATGC	Eurofins	N/A	qPCR Hey1 (Forward primer)
Sequence-based reagent	5’-ACCCCAAACTCCGATAGTCC	Eurofins	N/A	qPCR Hey1 (Reverse primer)
Sequence-based reagent	5’-CAGCCCTTCGCAGATGCAA	Eurofins	N/A	qPCR Heyl (Forward primer)
Sequence-based reagent	5’-CCAATCGTCGCAATTCAGAAAG	Eurofins	N/A	qPCR Heyl (Reverse primer)
Sequence-based reagent	5’-GCTACTCCTGTTCCTGCTGC	Eurofins	N/A	qPCR Col5a1 (Forward primer)
Sequence-based reagent	5’-TGAGGGCAAATTGTGAAAATC	Eurofins	N/A	qPCR Col5a1 (Reverse primer)
Sequence-based reagent	5’-CCGGAGACTGGATCAGCTT	Eurofins	N/A	qPCR Col5a3 (Forward primer)
Sequence-based reagent	5’-GCTTCCAGTACGTCCACAGG	Eurofins	N/A	qPCR Col5a3 (Reverse primer)
Sequence-based reagent	5’-TACTTCGGGAAAGGCACCTA	Eurofins	N/A	qPCR Col6a1 (Forward primer)
Sequence-based reagent	5’-TCGGTCACCACGATCAAGT	Eurofins	N/A	qPCR Col6a1 (Reverse primer)
Chemical compound, drug	Trizol LS reagent	Thermo Fisher Scientific	Cat# 10296028	
Chemical compound, drug	RNeasy mini kit	QIAGEN	Cat# 74104	
Software, algorithm	Photophop CC	https://www.adobe.com/products/photoshop.html	RRID:SCR_014199	
Software, algorithm	Hybrid Cell count	https://www.keyence.com/ss/products/microscope/bz-x/products-info/quantify.jsp		
Software, algorithm	UMI-tools	https://github.com/CGATOxford/UMI-tools		v.1.1.0
Software, algorithm	HISAT2	https://ccb.jhu.edu/software/hisat2/index.shtml		v.2.1.0
Software, algorithm	featureCounts	http://subread.sourceforge.net/		v.1.6.4
Software, algorithm	DESeq2	https://bioconductor.org/packages/release/bioc/html/DESeq2.html	DOI: 10.18129/B9.bioc.DESeq2	v.1.22.2

### Mice

C57BL/6J mice were purchased from Charles River Laboratories (Yokohama, Kanagawa, Japan). *Hey1^−/−^* mice and *Heyl^−/−^* mice were described previously (Fukada et al., 2011; Kokubo et al., 2005). *Pax7^CreERT2+^* mice (stock No: 012476) were obtained from Jackson Laboratories (Bar Harbor, ME, USA; Farmington, CT, USA; or Sacramento, CA, USA). Relocation of *Rosa26^EYFP/+^* mice (stock No: 006148) from the National Center of Neurology and Psychiatry to Osaka University was approved by Jackson Laboratories. *Pax7^CreERT2+^::Rosa26^EYFP/+^* mice were injected intraperitoneally twice (24 hr apart) with 200 μl to 300 μl tamoxifen (20 mg/ml; #T5648; Sigma-Aldrich, St. Louis, MO, USA) dissolved in sunflower seed oil (#S5007; Sigma-Aldrich) and 5% ethanol, and the mice were maintained in a controlled environment (temperature, 24 ± 2°C; humidity, 50 ± 10%) under a 12/12 hr light/dark cycle. The mice received sterilized standard chow (DC-8; Nihon Clea, Tokyo, Japan) and water *ad libitum*. All procedures used for the experimental animals were approved by the Experimental Animal Care and Use Committee of Osaka University (approval number: 25-9-3, 30–15).

### Muscle-overload model

Mice were anesthetized with isoflurane. Functional overloading of plantaris muscle was induced as described in a previous report (Ito et al., 2013). Briefly, a midline incision was made in the skin on the hindlimbs, and the distal tendons of both gastrocnemius and soleus muscles were transected (tenotomy). In the experiments shown in Figure 6, the overloading of plantaris muscle was induced by excising the distal half of both the gastrocnemius and the soleus (i.e., SA was performed). The incision was closed using a 7–0 silk suture (Matsuda Ika Kogyo Co., Ltd., Tokyo, Japan). For the sham-operated group, similar incisions were made in the skin, but the tendons were not transected. Muscle weights were normalized against body weights.

### Muscle-injury model

Muscle regeneration was induced by injecting 10 μM CTX (Latoxan, Valence, France) in phosphate-buffered saline (PBS) into the tibialis anterior muscle (50 μl).

### Muscle fixation and histologic analysis

Isolated plantaris or tibialis anterior muscles were frozen in liquid-nitrogen-cooled isopentane (Wako Pure Chemicals Industries, Osaka, Japan) for 1 min and then placed on dry ice for 1 hr to vaporize the isopentane. Transverse cryosections (10 μm) were stained with hematoxylin and eosin (H and E).

For immunohistochemical analyses, transverse cryosections (6 μm) were fixed with 4% paraformaldehyde (PFA) for 10 min. For embryonic myosin heavy chain (eMyHC) staining, sections were fixed with cooled acetone for 10 min at −20°C. Detailed information on antibodies used in this study is provided in Key Resource Table. For mouse anti-Pax7 and -eMyHC staining, a M.O.M. kit (Vector Laboratories, Burlingame, VT, USA) was used to block endogenous mouse IgG before reacting with the primary antibodies. The signals were recorded photographically using a BZ-X700 fluorescence microscope (Keyence, Osaka, Japan).

### Single-myofiber isolation, culture, and staining

Single myofibers were isolated from plantaris muscles according to a previously described protocol (Rosenblatt et al., 1995). The isolated myofibers were immediately fixed in 4% PFA or cultured in high-glucose Dulbecco’s modified Eagle medium containing 10% fetal calf serum. Immunostaining was performed using previously described protocols (Collins-Hooper et al., 2012; Shinin et al., 2009), and the stained myofibers were recorded using a BZ-X700 fluorescence microscope (Keyence).

### In vivo EdU labeling and detection

EdU (#A10044; Thermo Fisher Scientific, Waltham, MA, USA) was dissolved in PBS at 0.5 mg/ml and injected intraperitoneally into mice at 0.1 mg per 20 g body weight (5 mg/kg) daily until the day before sacrifice. EdU labeling was detected using the protocol supplied by the manufacturer (#C10340; Thermo Fisher Scientific).

### Isolation of skeletal muscle-derived mononuclear cells

Sham or overloaded plantaris muscles or uninjured/injured limb muscles were digested using 0.2% collagenase type II (Worthington Biochemical, Lakewood, NJ, USA). Mononuclear cells derived from skeletal muscle were stained with FITC-conjugated anti-CD31 and anti-CD45, PE-conjugated anti-Sca-1, and biotinylated-SM/C-2.6 antibodies (Fukada et al., 2004). Subsequently, the cells were incubated with streptavidin-labeled allophycocyanin (BD Biosciences, San Jose, CA, USA) on ice for 30 min and resuspended in PBS containing 2% fetal bovine serum and 2 mg/ml propidium iodide. Cell sorting was performed using a FACS Aria II flow cytometer (BD Immunocytometry Systems, San Jose, CA, USA). Muscle stem cells from *Pax7^CreERT2+^::Rosa^YFP^* mice were sorted by yellow fluorescent protein fluorescence (YFP) for RNA-seq analyses.

### RNA isolation and qRT-PCR analysis

Total RNA was extracted from sorted cells by using Trizol LS reagent (Thermo Fisher Scientific) and a QIAGEN RNeasy mini kit according to the manufacturer instructions (QIAGEN, Hilden, Germany) and then reverse-transcribed into cDNA using a QuantiTect reverse transcription kit (QIAGEN). Specific forward and reverse primers used for optimal amplification during real-time PCR of reverse-transcribed cDNAs are listed in Key Resource Table.

### CEL-Seq2 and data analysis

Cells were sorted into tubes containing lysis buffer at 100 cells/tube using a cell sorter (Aria II). Libraries were constructed according to a previously described protocol (Hashimshony et al., 2016) and sequenced using an Illumina HiSeq 1500 system (Illumina, San Diego, CA, USA). The barcodes and unique-molecular-identifiers in the reads were extracted using UMI-tools (v.1.0.0) (Smith et al., 2017) with the following command: 'umi_tools extract -I r1.fastq --read2-in = r2.fastq --bc-pattern=NNNNNNCCCCCC --read2-stdout'. The reads were mapped to the reference genome (GRCm38) using the alignment software HISAT2 (v.2.1.0) (Kim et al., 2015). Read counts per gene were determined using featureCounts (v.1.6.4) (Liao et al., 2014) and UMI-tools using the following command: 'umi_tools count --method=directional per-gene --per-cell --gene-tag=XT'. Duplicates among unique molecular identifiers were discarded. Differentially expressed genes (adjusted p<0.1) were extracted using the R library program DESeq2 (v.1.22.2) (Love et al., 2014). Data were deposited with the accession number GSE135903. Gene-expression data for myogenic cells at 2 days after CTX injection are available under accession number GSE56903 (Ogawa et al., 2015).

### Statistics

Values are expressed as the mean ± standard deviation Statistical significance was assessed using the F test, followed by Student’s *t* test. When p<0.05 for the F test, Welch’s *t* test was used. For comparisons more than two groups, we used non-repeated measures analysis of variance (ANOVA), followed by the Tukey–Kramer test. When p≥0.05 for the ANOVA results, a Bonferroni test (vs. control) was used (Figure 5D). A p<0.05 or p<0.01 was considered statistically significant.

## Data Availability

All data generated or analyzed in this study are included in the manuscript and supporting files.

How the deposited data were processed for this re-analysis (not part of the article)

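The data were RNA-seq libraries of MuSCs sorted by YFP from plantaris muscle, made by CEL-Seq2 from tubes of 100 cells, with 2 libraries from sham-operated muscle and 2 from overloaded muscle at 4 days after tenotomy. The authors extracted the barcodes and UMIs with UMI-tools, aligned the reads to GRCm38 with HISAT2, assigned them to genes with featureCounts and collapsed the UMIs of each gene by the directional method of UMI-tools. The authors deposited the resulting count of UMIs per gene and library, without normalization. The gene annotation release and the strand setting used for counting are not stated in the paper's text. All 19353 gene identifiers of the file matched the mouse annotation used here, and 19331 had the same gene name. Each library was used as deposited, with no library left out.

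From the counts, size factors were computed by TMM in edgeR (version 4.0.16, R version 4.3.3), and genes were kept by filterByExpr with the surgery as group (minimum count 10, minimum total 15). The 7228 genes kept were fitted with glmQLFit and tested with glmQLFTest, with both groups sharing 1 estimate of the spread. The common biological coefficient of variation was 9.50%. Adjusted p-values are from Benjamini-Hochberg adjustment over these genes, with a threshold of 0.1. At an unadjusted p of 0.05, 3730 genes would pass. The prior count of fitted log2 fold changes was 0.125. Lists of genes were tested as sets with camera and fry of limma (version 3.58.1), and adjusted over the 22 lists tested, with the same threshold of 0.1. The myogenic genes of Fig. 3C were given no set test, because the paper states that they move differently. Genes with no count in the sham libraries are given as at least so many fold higher, against a floor of 3 counts over the group, and genes with 1 to 3 counts as a ratio with an exact binomial (Clopper-Pearson) interval of 95%. Such floors and intervals cover counting error only. Counting and plotting steps used Python version 3.11.15, numpy version 2.4.6, pandas version 2.3.3, scipy version 1.17.1 and matplotlib version 3.10.9.

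The test was tried on simulated counts with the mean levels of the sham libraries and each library's UMIs in tested genes, with 200 genes changed. Of 5840 genes that passed the filter, 159 were changed genes, and 78.6% of these were found at the threshold (98.8% of the genes changed 4-fold and 57.7% of those changed 2-fold), with 0 in the wrong direction. Another 15 genes were called that had not been changed, 10.7% of the calls. Changes of 2-fold were therefore often missed in the simulation. In the data, 1867 genes were higher and 1898 lower past the threshold, so the adjustment was less strict there. The share of 2-fold changes missed in the data may therefore differ.

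The test, the threshold, the filter, the gene lists, the rule for naming genes and most alternatives were set before the data were examined. The rule named every gene of Fig. 3C, Dll4, a further 6 genes from the paper's introduction and discussion (Met, Yap1, Jag2, Rbpj, Mymk and Mymx), the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold with a mean of at least 20 counts per library and no overlap between the groups, and list members that decide a test of an explanation. H19, Meg3 and Rian were outside the rule and were chosen after their values were seen. The alternatives set in advance were DESeq2 size factors, library sizes alone, upper-quartile factors, DESeq2 (version 1.42.0), limma-voom, no filter, a filter of at least 10 counts in every library of at least 1 group, an adjusted p of 0.05, the replicate number as a block, a robust fit, counts thinned to the smallest library, the most abundant and mitochondrial genes left out, another prior count, and each library left out in turn. Alternatives chosen after seeing the data were offsets meant to remove the dependence of fold changes on abundance, UMIs per tube without scaling, a correction for UMIs drawn more than once, and a correction for saturating counts at capacities of 400, 600, 1000 and 2000 counts. The offsets over-corrected the scarcest genes, moving the median log2 fold change of the least abundant 10% from 0.52 to -0.43. The filter of at least 10 counts in every library of at least 1 group was planned as a stricter one but kept 7572 genes, more than filterByExpr. In the saturation correction, a count was taken as at most 0.95 of the capacity. The capacities of 400, 600 and 1000 lie below the highest count of 1102, so that only 2000 lies above every count, and all 4 are reported. The microarray data of regenerating muscle and the qRT-PCR data were not analysed here.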

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

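In this part the tests by thinning, by offsets, by GC content and transcript length, by the ratio to myofiber genes, and by the number of leukocyte list members were chosen only after the results were seen. The sets themselves were written in advance, apart from H19, which was picked after its value was seen. The levels that decided these tests were also set after the results were seen. All 5 results lay above their level in the sham libraries and concern genes outside those of Fig. 3C, although Mymk and Mymx of the differentiation list encode fusion proteins that the paper's introduction names.

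UMIs of 8 abundant leukocyte marker genes (Lyz2, Cd74, Tyrobp, Fcer1g, Ctss, C1qa, C1qb and C1qc) numbered 249 in the tenotomy libraries, 72 in 1 and 177 in the other, against 1 in the sham libraries. The most abundant were Lyz2, with 55 UMIs after tenotomy, and Cd74 and C1qb, with 44 each. The difference in depth does not account for this, since 155 UMIs were left after thinning every library to the smallest. Of 15 genes of the leukocyte list in the file, 13 were higher in both tenotomy libraries than in both sham libraries, so that a contribution of RNA from leukocytes in or around the sorted cells may explain the signal. Expression of these genes by overloaded MuSCs was not tested and stays open.

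The median log2 fold change of 43 tested G2M phase genes, none of them in Fig. 3C, was 3.75, and 2.98 with the 7 genes that had no count in sham set at their lower bounds (camera adjusted p = 3.0e-14, 42 of 43 higher). The median was 3.90 after thinning, 2.06 under offsets for abundance and 3.60 after removing trends with GC content and transcript length, which argues against depth, abundance and transcript composition as the whole cause. A rise in cycling cells may explain it, as a hypothesis found and tested on the same libraries. A share from cycling cells of other types stays open, because leukocyte RNA was also present.

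The median log2 fold change of 15 tested muscle differentiation and fusion genes was 2.61 (camera adjusted p = 2.3e-05, 13 of 15 higher), and 3.64 without sham replicate 1. It was 2.55 after thinning, 2.70 under offsets for abundance and 2.39 after removing trends with GC content and transcript length, which argues against these as the whole cause. Myofiber genes also rose, with a median of 1.20 over 9 genes, and 3 genes are in both lists. The 13 differentiation genes outside the myofiber list gave 0.905 and 1.08 UMIs per myofiber UMI in the tenotomy libraries against 1.27 and 2.36 in the sham libraries, so the ratio fell. Des and Cdkn1a, already abundant in sham, make up most of these UMIs, with 417 and 758 of 1276 in sham. Without them, a choice outside the test as written, the ratio rose, to 0.522 and 0.668 against 0.132 and 0.124. Because the direction depends on these 2 genes, the test as written cannot tell RNA from adult myofibers and differentiation of MuSCs apart. Relative to the other transcripts, all of the remaining 11 genes were higher in both tenotomy libraries, whereas Des and Cdkn1a were not. For these 11 genes the higher ratio argues against myofiber RNA as the whole cause, if its make-up was alike in both groups. Either source may contribute to the rise.

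The median log2 fold change of 11 tested Trp53 target genes was 1.37 (camera adjusted p = 0.0078, 9 of 11 higher). It was 1.49 after thinning, 1.33 under offsets and 1.37 after removing trends with GC content and transcript length. Of the listed genes, Gtse1 is also a G2M phase gene, so that cycling might account for part of the rise, which was not tested. Cdkn1a, also a differentiation gene, did not rise relative to the other transcripts, with a log2 fold change of -0.71 (adjusted p = 0.0014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

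H19, a long non-coding RNA on chromosome 7 from 142575529 to 142578143, was counted 19 and 15 times in sham and 366 and 458 times after tenotomy, a log2 fold change of 3.63 (standard error 0.22, adjusted p = 1.3e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 3.70 after thinning and 4.07 under offsets, so neither depth nor the dependence on abundance explains it. Other annotated genes overlap H19, among them Mir675, and the counting strand is not known, so the share of H19 itself stays open. A change with MuSC activation was not tested apart from tenotomy.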

How the results depend on the processing

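In this part the offsets for abundance, UMIs per tube, the correction for UMIs drawn more than once and the saturation corrections were chosen only after the results were seen.

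Under the 12 alternatives set in advance that did not leave out a library, Heyl stayed lower past the threshold (log2 fold changes of -0.80 to -0.45, adjusted p from 6.3e-04 to 0.024), as did the Notch target list (medians of -0.85 to -0.51). Myog stayed higher (1.36 to 1.70) and the cell cycle list stayed higher (3.95 to 6.52). With 1 library left out, which leaves a group with a lone sample that is assumed to vary like the others, Heyl (-0.84 to -0.68), the Notch target list (-0.84 to -0.72) and Myog (1.37 to 1.55) did the same. DESeq2 left 967 genes higher and 1215 lower, and an adjusted p of 0.05 left 1546 and 1636. Other pseudocounts and another filter on low values, planned only for normalized values, were not run because the file holds counts. Named genes that lost the threshold were Hes1 with library sizes alone (adjusted p = 0.14, range over the 12 alternatives 0.0047 to 0.14), Hey1, Hes1 and Ccnd1 with DESeq2 (0.12, 0.13 and 0.10), Ccnd1 without sham replicate 2 (0.17), Hes1 without tenotomy replicate 1 (0.21) and Jag1 without tenotomy replicate 2 (0.14). Col5a1 passed it with the filter of at least 10 counts in every library of at least 1 group (0.085), Myod1 with upper-quartile factors (0.072) and with library sizes alone (0.0067), and Notch2 without tenotomy replicate 1 (0.079). Over the 12 alternatives, adjusted p-values ranged from 0.0051 to 0.12 for Hey1, from 5.2e-04 to 0.10 for Ccnd1, from 0.0045 to 0.096 for Jag1, from 0.085 to 0.98 for Col5a1, from 0.0067 to 0.45 for Myod1, from 0.16 to 0.92 for Notch2 and from 0.056 to 0.91 for Myf5. The cause was not tested for any change in this part unless given.

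With library sizes alone, the median of all genes moved by 0.28, Notch2 was at 0.023, Myf5 at 0.37 (adjusted p = 0.056) and the myogenic median at 0.47. The myogenic median was 0.29 with upper-quartile factors, 0.27 with no filter, 0.12 with the filter of at least 10 counts and 0.16 thinned. With no filter the endothelial median was 1.64 and the fibro-adipogenic median 0.068, and with the filter of at least 10 counts the endothelial median was 0.051 and the erythrocyte median -0.59, because other genes of these short lists were tested. With libraries left out, Myf5 ranged from -0.16 to 0.33, the myogenic median from 0.076 to 0.26, the endothelial median from -1.83 to 0.77 and the erythrocyte median from -2.33 to 4.11. The mitochondrially encoded genes were not past the threshold without tenotomy replicate 2, with a median of -0.22 (camera adjusted p = 0.28).

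Under offsets for abundance, Heyl was at -0.059, Col5a1 at 0.44, Notch2 at 0.38 and Myf5 at 1.08. The medians were -0.30 for the Notch targets (no longer past its threshold), 0.044 for Notch receptors and ligands, 1.02 for the myogenic genes, -0.30 for mural markers, 0.66 for fibro-adipogenic markers, -0.60 for erythrocyte genes, 0.41 for mitochondrially encoded genes, which were called higher (camera adjusted p = 0.038, against 0.0095 to 0.068 for the fall under 11 alternatives set in advance), and 0.44 for collagen genes. The quiescence genes were no longer past the threshold by camera, although they were by fry (adjusted p = 0.020), with a median of -0.27 (camera adjusted p = 0.11, against 4.7e-05 to 0.0012 under the 12 alternatives set in advance), and the endothelial markers passed it, with a median of -1.90 (0.090, against 0.20 to 0.85). Of the named genes, 7 were no longer past the threshold, Heyl, Hes1, Col6a1, Notch3, Pax7, Cdc45 and Mymx. Of the tested genes, 37 were called in the opposite direction.

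In UMIs per tube the median of all genes moved by 0.96, 4486 genes were higher and 330 lower, and 106 were called in the opposite direction. Log2 fold changes were 0.094 for Hey1, 0.23 for Heyl, 0.27 for Hes1, 0.68 for Col5a1, 0.11 for Col6a1, 0.70 for Notch2, 0 for Jag1, 0.12 for Pax7, 1.05 for Myf5, 0.14 for Yap1 and 0.19 for Rbpj. The medians were 0.17 for the Notch targets (no longer past the threshold, camera adjusted p = 0.12), 0.35 for receptors and ligands, 1.15 for the myogenic genes, 0.38 for other Notch pathway genes, 0.055 for quiescence genes, 0.15 for endothelial markers, 0.58 for fibro-adipogenic markers, 0.065 for ribosomal protein genes, 0.57 for mitochondrially encoded genes (also no longer past it, 0.50), 0.57 for collagen genes and 0.44 for ribosome biogenesis genes. The construction of this alternative, which removes no difference in total, shows why they rose together. Among other lists, fry called the mitochondrially encoded genes higher here (adjusted p = 0.015).

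Of the capacities of the saturation correction, 400, 600 and 1000 counts lie below the highest count, 1102, so the counts rule them out as ceilings, and the values under them depend on the limit of 0.95 set on a count's share of the capacity. At 2000 no named gene or tested list changed its side of the threshold, and Myf5 was at 0.26 (adjusted p = 0.28) and Myod1 at 0.36 (adjusted p = 0.11). The correction at 400, 600, 1000 and 2000 counts gave 1.78, 0.93, 0.49 and 0.31 for the myogenic median. Myf5 was at 3.17, 1.26 and 0.53 with capacities of 400, 600 and 1000, Col5a1 at 0.014 with 400, and the fibro-adipogenic median at 0.75 and 1.9e-04 with 600 and 1000. The mitochondrially encoded genes were not past the threshold with 400, 600 and 1000 (camera adjusted p up to 0.64). The correction for UMIs drawn more than once moved no named gene or list across its threshold or to the other sign.

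Replicate numbers are shared between the groups, but with a correlation of -0.034 between the deviations of libraries with the same number, they give no sign of pairing, and the libraries share only a number. With the replicate number as a block, 1806 genes were higher and 1863 lower, Heyl was at -0.73 and the Notch target median at -0.80. By camera the block changed no list's side of the threshold. By fry, 7 lists were past the threshold only without the block, with blocked adjusted p-values of 0.14 for the Notch targets, 0.14 for the differentiation genes, 0.12 for the S phase genes, 0.12 for the leukocyte markers, 0.16 for the ribosomal protein genes, 0.16 for the ribosome biogenesis genes and 0.15 for the genes taken from the paper's introduction and discussion. Depth limits the scarce genes, since Notch1, Jag2 and Dll4 had too few counts to be tested.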

Differences from the paper's values

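In this part the offsets for abundance and UMIs per tube were chosen only after the values were seen. The paper's values are from qRT-PCR on other mice and cells isolated by other markers than YFP, and those given here are from the sequencing libraries, as a percentage of the sham level at 4 days.

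For Hey1, the value here was 55.0%, and the paper's is about 6% in Fig. 3D, read by eye. For Heyl, it was 60.3%, and the paper's is about 270% in Fig. 3D, read by eye. For Col5a3, it was 47.9%, and the paper's is about 98% in Fig. 3E, read by eye. Under each of the alternatives set before the data were examined, all 3 values differed from the paper's by more than 1.5 times, and none of these alternatives closed the gap. Col5a1 and Col6a1 were at 82.2% and 55.7%, and the paper's values are about 67% and about 72% in Fig. 3E, read by eye. These were within 1.5 times of each other, also under each of the alternatives set before the data were examined.

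The paper also states from these libraries that the cell cycle genes and Myog rose and that Myf5 was sustained (read here as no change past the threshold), which makes 8 statements with the 6 cell cycle genes counted singly. Of the alternatives set before the data were examined, library sizes alone drop 1 of them (Myf5 was higher), DESeq2 and leaving out sham replicate 2 each drop 1 (Ccnd1 was not past the threshold), and the others drop 0. Under the offsets for abundance, chosen after seeing the values, Col5a3 was at 68.1%, within 1.5 times of the paper's value, as was Col6a1 at 86.4%, but Col5a1 was at 136%, more than 1.5 times the paper's value, and Hey1 and Heyl were at 55.6% and 96.0%; this alternative drops 2 of the 8 statements (Cdc45 was not past the threshold and Myf5 was higher). Under UMIs per tube, also chosen after seeing the values, Col5a3 was at 93.9%, but Col5a1 and Col6a1 were at 160.3% and 108%, each more than 1.5 times the paper's value, and Hey1 and Heyl were at 107% and 118%; this alternative drops 1 of the 8 (Myf5 was higher).

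The paper states that the Notch target genes were overall sustained. Here 6 of 6 were lower after tenotomy than in sham, 5 of them past the threshold, and between 3 and 6 of them across the alternatives set before the data were examined. Under the offsets for abundance, chosen after seeing the values, 2 of 6 were lower past the threshold and 1 was higher, with 2 of the 8 statements dropped, and under UMIs per tube, also chosen after seeing the values, 0 of 6 were lower past the threshold and 1 was higher, with 1 of the 8 dropped. From qRT-PCR, the paper also states that Heyl but not Hey1 was sustained. Its RNA-seq statement sets sustained Heyl against regenerating MuSCs, which were not analysed here. Relative to sham, both genes were lower here, also under each of the alternatives set before the data were examined. Hey1, however, was not past the threshold with DESeq2 (adjusted p = 0.12). Under the offsets for abundance, chosen after seeing the values and dropping 2 of the 8 statements, Hey1 was lower (log2 fold change -0.85, adjusted p = 0.011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Heyl was not past the threshold (-0.059, adjusted p = 0.81), which is the pattern the paper states. That split comes from the offsets, which differ with abundance and moved Heyl from -0.73 but hardly moved Hey1 from -0.86. In the counts themselves, the ratio of Heyl to Hey1 UMIs was 3.22 in sham and 3.54 after tenotomy (two-sided Fisher's exact test, p = 0.645). Under UMIs per tube, also chosen after seeing the values and dropping 1 of the 8, neither gene was lower (0.094 for Hey1 with an adjusted p of 0.81, and 0.23 for Heyl with an adjusted p of 0.31).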

Other observations

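In this part the tests of the Heyl fall, of the dependence on abundance, of Meg3, Rian and Mirg, and of Hey1 against Heyl were chosen only after the results were seen. The tests with mural and leukocyte markers, thinning of the cell cycle genes and immediate early genes were written in advance, but how scarce mural and leukocyte markers had to be, against Heyl and the cell cycle genes, was set after their values were seen.

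Fold changes fell with abundance, from a median of 0.52 in the least abundant 10% of the tested genes to -0.73 in the most abundant 10%. Within the tenotomy group, the ratio of replicate 2 to replicate 1 fell from 1.32 for genes with 10 to 20 counts on average in sham to 1.09 for genes with at least 320, and it was still 1.09 after correcting for UMIs drawn more than once, so random collisions do not account for it. The most abundant 10% stayed at -0.71 once trends with GC content and transcript length were removed. Saturating counts in deeper libraries may contribute, since the ratio of the tenotomy libraries moved toward 1 with abundance. The ratio of the sham libraries, which were of nearly equal depth, moved away from 1, to 0.921, and with 1 pair per group these cannot be told apart. A biological change in the transcriptome after tenotomy was not tested apart from this trend and stays open.

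Whether Heyl fell depends on what it is set against. Its log2 fold change of -0.73 lay at percentile 48.5 of the 200 genes of like abundance, so a dependence on abundance may explain the fall. A saturation correction at 2000 counts, the only capacity tried that lies above every count, left Heyl past the threshold (adjusted p = 0.0030 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The highest adjusted p over the 4 capacities, 0.026, was at 400, which other counts exceed. The capacities were assumed, and one of 2000 could hardly move a gene with 115 to 157 counts. Saturation therefore cannot be told apart from a fall in Heyl itself. In UMIs per tube the log2 fold change was 0.23, and more RNA per cell after tenotomy cannot be told apart from deeper capture or sequencing, since no spike-in counts were used here. RNA from mural cells as the main source of the Heyl counts is argued against by the 6 mural markers Rgs5, Myh11, Acta2, Kcnj8, Abcc9 and Tagln, with a median of 14 UMIs per gene in sham and 64 after tenotomy, against 238 and 280 for Heyl. Acta2 is an exception, with 224 and 849. The other markers were uneven, with Tagln at 77 and 98, Rgs5 at 17 and 124, and Abcc9, Kcnj8 and Myh11 at 30 or fewer. A share from mural cells stays open.

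The fall of Hey1 and that of Heyl were compared directly. The ratio of Heyl to Hey1 UMIs was 3.22 in sham and 3.54 after tenotomy (two-sided Fisher's exact test, p = 0.645). The odds ratio of sham over tenotomy was 0.908 (95% confidence interval 0.622 to 1.32), an interval that leaves out the variation between samples. For these libraries it argues against a change in the ratio of Heyl to Hey1 beyond its bounds. The paper's qRT-PCR values at 4 days, about 270% of sham for Heyl and about 6% for Hey1, imply a far larger change. Those values came from other mice. Within the bounds, a true difference and none cannot be told apart at this depth. Under offsets for abundance the log2 fold changes were -0.85 for Hey1 and -0.059 for Heyl, but that gap was not tested directly.

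Depth does not account for the cell cycle genes of Fig. 3C, whose median was 6.24 after thinning. The abundant leukocyte markers rose too, from 1 to 249 UMIs, so that the outcome written in advance fell between its 2 alternatives. Their median of 37 UMIs per gene after tenotomy stayed below the 138.5 of the cell cycle genes, which argues against leukocytes as the whole source and leaves a small contribution open.

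All 23 immediate early and dissociation genes were lower after tenotomy, with a median log2 fold change of -1.52 (camera adjusted p = 1.3e-10). This is consistent with a difference in dissociation or sorting stress between the groups, which may bear on other genes, but a change of these genes with activation was not tested. Under offsets for abundance the median was -0.70.

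Meg3, Rian and Mirg, neighboring non-coding RNAs on chromosome 12, were lower after tenotomy, with log2 fold changes of -2.11, -2.86 and -3.44. The smallest of the 3 falls was -1.16 in UMIs per tube and -1.15 under offsets, both for Meg3, so neither more RNA per tube nor the dependence on abundance accounts for them. All 3 overlap other annotated genes, among them microRNA genes, so the share of each RNA itself stays open.

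The 5 largest rises by the rule were Tnnt2, Spp1, Hmga2, 1500015O10Rik and Postn, which had no count in sham and were at least 89.1-fold, 58.8-fold, 18.8-fold, 17.6-fold and 17.1-fold higher. The 5 largest falls were Gm44834 (log2 fold change -3.52), Mirg, Gm15666 (-3.42), Slco2a1 (-3.36) and Gm37899 (-3.27). Without tenotomy replicate 1, Gm44834 was at -4.63, Mirg at -4.28 and Slco2a1 at -3.98, and without tenotomy replicate 2, Gm44834 was at -2.72 and Mirg at -2.75. Of the genes taken from the paper's introduction and discussion, Met was at 1.03, Yap1 at -0.82 (0.14 in UMIs per tube) and Mymx at least 6.67-fold higher.

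The remaining lists had these medians and camera adjusted p-values. S phase genes were at 1.73 (2.3e-05), quiescence genes at -0.90 (8.4e-04), ribosomal protein genes at -0.89 (7.4e-10), mitochondrially encoded genes at -0.39 (0.024), these 3 being above 0 in UMIs per tube, myofiber genes at 1.20 (0.0024) and 2 leukocyte markers at 7.22, or 3.07 at their lower bounds (0.015). Without sham replicate 2 the S phase median was 2.35, and without sham replicate 1 the leukocyte median was 6.46. Under the offsets for abundance the quiescence genes were not past the threshold by camera (-0.27, 0.11) but were by fry (adjusted p = 0.020). By camera, the mitochondrially encoded genes were called higher under the offsets (0.41, 0.038) and were not past the threshold in UMIs per tube (0.50). Fry called them higher in UMIs per tube (adjusted p = 0.015). Without tenotomy replicate 2 their median was -0.22. The mural (0.48, 0.57), endothelial (-0.81, 0.35), fibro-adipogenic (-0.38, 0.64), erythrocyte (0.73, 0.96), Yap target (0.19, 0.98), collagen (-0.38, 0.39), and ribosome biogenesis (-0.51, 0.24) genes, and the genes taken from the paper's introduction and discussion (1.03, 0.43), did not change as sets by camera, apart from the endothelial markers under the offsets (-1.90, 0.090), and the myogenic median was 0.19, with no set test. The fibro-adipogenic and collagen genes had means of 0.46 and 0.15, above 0, and the Yap targets a mean of -0.013, so median and mean differ in sign there. Of the sets called by camera, the myofiber and mitochondrially encoded genes were not past the threshold with fry (adjusted p = 0.14 and 0.20) and the others were. Fry also called the genes from the introduction and discussion (0.020) and the ribosome biogenesis genes (0.085). Erythrocyte UMIs were uneven within groups, at 118 and 4 in sham and 17 and 231 after tenotomy.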
